# Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations

**DOI:** 10.1371/journal.pone.0111304

**Published:** 2014-10-23

**Authors:** Noelia Díaz, Laia Ribas, Francesc Piferrer

## Abstract

**Background:**

Food supply is a major factor influencing growth rates in animals. This has important implications for both natural and farmed fish populations, since food restriction may difficult reproduction. However, a study on the effects of food supply on the development of juvenile gonads has never been transcriptionally described in fish.

**Methods and Findings:**

This study investigated the consequences of growth on gonadal transcriptome of European sea bass in: 1) 4-month-old sexually undifferentiated fish, comparing the gonads of fish with the highest vs. the lowest growth, to explore a possible link between transcriptome and future sex, and 2) testis from 11-month-old juveniles where growth had been manipulated through changes in food supply. The four groups used were: i) sustained fast growth, ii) sustained slow growth, iii) accelerated growth, iv) decelerated growth. The transcriptome of undifferentiated gonads was not drastically affected by initial natural differences in growth. Further, changes in the expression of genes associated with protein turnover were seen, favoring catabolism in slow-growing fish and anabolism in fast-growing fish. Moreover, while fast-growing fish took energy from glucose, as deduced from the pathways affected and the analysis of protein-protein interactions examined, in slow-growing fish lipid metabolism and gluconeogenesis was favored. Interestingly, the highest transcriptomic differences were found when forcing initially fast-growing fish to decelerate their growth, while accelerating growth of initially slow-growing fish resulted in full transcriptomic convergence with sustained fast-growing fish.

**Conclusions:**

Food availability during sex differentiation shapes the juvenile testis transcriptome, as evidenced by adaptations to different energy balances. Remarkably, this occurs in absence of major histological changes in the testis. Thus, fish are able to recover transcriptionally their testes if they are provided with enough food supply during sex differentiation; however, an initial fast growth does not represent any advantage in terms of transcriptional fitness if later food becomes scarce.

## Introduction

Food availability and energetic demands fluctuate in most habitats. Animals are capable of sensing their inner energy levels and the external energy availability and thus act accordingly by long-term investments in processes like growth, immune functions or reproduction when food availability is not a problem, or by ensuring survival when food is scarce [1]. In fish, there is a tight relationship between food availability and reproduction [1], [2] since it can alter the timing and duration of spawning, fecundity and egg size [3], [4], or the timing of the reproductive cycles [5]. Favorable feeding conditions produce early maturation of individuals [6] while a decrease in food availability causes a decrease in energy transfer to the gonads [7], but this relationship may present important differences between species since fish constitute a vast phylogenetic group with different behaviors and reproduction types [8].

The European sea bass (*Dicentrarchus labrax*) is a gonochoristic species with a polygenic sex determining system [9] presenting a long sexually undifferentiated process with sexual dimorphism at the time of sex differentiation onset (∼150 days post hatch, dph, for females and ∼180 dph for males) [10]–[13]. However, this dimorphism is more related to the attained length than to age [14]. The relationship between growth and sex differentiation has been previously studied in sea bass [9], [12]–[19]. There is a relationship between body weight and sex since not only sea bass females are larger than males, but also both males and females in batches with higher percent females were bigger than males and females of batches with a lower female percent [9]. Further, early size-gradings of the population (at 66 and 123–143 dph, [13]; at 70 dph, [15]; or at 82 dph, [17]) selecting for the largest fish resulted in ∼90% of females, but the opposite, i.e., selecting for the smallest fish, produced only ∼65% males at one year of age, meaning that while the largest fish are essentially all females, among the smallest fish there are both males and females [13].

Recently, two experiments on growth rate alteration by manipulating food supply during the sex differentiation period were conducted with the European sea bass in our laboratory [19]. The first experiment showed that transiently but severely reducing food supply starting towards the end, middle or even at the beginning of the sex differentiation period – and thus negatively affecting growth – did not affect resulting sex ratios, indicating that gender was already fixed before the above mentioned period started [19]. The second experiment involved four groups of fish, which, through controlling food supply, were made to experience different growth rates during the sex differentiation period. Two groups, one fast-growing and the other slow-growing, originated from the fast-growing fish at 127 dph. The other two groups, also one fast-growing and the other slow-growing, originated from the slow-growing fish at 127 dph. In this case, there were differences in the final sex ratio of the population as fast-growing-derived groups presented more number of females (∼40%) than the slow-growing-derived groups (∼10%). Thus, the differences in the final sex ratio were not related to the growth rate during the sex differentiation but to whether fish derived from the fast- or slow-growing fish at 127 dph. These results confirmed the results of the first experiment and indicated that before the first signs of sex differentiation appear the relationship between growth and sex is already established, confirming that in the European sea bass larger sizes are associated with female development [13], [19].

Partition of consumed energy into growth, energy storage and gonads according to temporal food availability, metabolic demands and reproductive needs have been studied since a long time ago [20]. Recently, with the advent of new technologies, the underlying mechanisms including associated changes in global gene expression can be investigated. However, transcriptomic analyses in fish have traditionally addressed nutrition and reproduction topics separately. Hence, while growth studies have put efforts towards the effects of diet substitutions [21]–[24], stocking density and food ration [25]–[27] and comparing domesticated vs. transgenic fish [28], on the other hand, reproduction-related transcriptome analyses have focused on describing changes associated with gonad maturation and differences between sexes [29]–[32], environmental effects [33] or hormonal treatment effects [34], [35].

However, a study directly analyzing the effects of food supply on reproduction and, particularly, on the development of juvenile gonads has never been described in fish. In mitten crab (*Eriocheir sinensis*) during early development, when crabs store significant amounts of energy in the hepatopancreas, Jiang and collaborators [36] found four genes in the hepatopancreas and 13 genes in testis related to nutritional control, and three genes in the hepatopancreas and eight in the testes related to regulation of reproduction. Among the former, arginine kinase, zinc-finger proteins or leptin were upregulated in the hepatopancreas transcriptome as a sign of energy storage for further energy-demand of the reproductive processes. Genes involved in the regulation of reproduction, such as cyclins, kinetochore spindle formation or the heat shock protein 70, were upregulated in testis and promoted an increase in cell division during spermatogenesis. In rats, dietary energy intake changes (restrictions and excesses) but also food availability had profound effects in gonads from both sexes at different levels (biochemical, endocrine, behavioral and genetic) [37]. Moreover, a transcriptomic analysis of the gonads of these rats facing diet restriction or excess showed how females were more affected by ration changes than males. Males were also better adapted to an intermittent fasting by increasing the probability of an eventual fertilization, while females were able to sense the food restriction and behaved as sub-fertile females [38].

The present study is based on samples collected in experiment 2 of Díaz et al. [19] described above and had two objectives: 1) to analyze the transcriptional differences in sexually differentiating European sea bass gonads from the naturally fastest growing vs. the slowest growing fish at 127 dph, i.e., before the first histological signs of sex differentiation at 150 dph [13], but after the first signs of molecular sex differentiation at 120 dph [39], to explore a possible link of transcriptomic signatures with future sex; and 2) the consequences of food availability between 133–337 dph (juvenile growth) on the subsequent testes transcriptome by analyzing the effects of growth acceleration and deceleration.

## Materials and Methods

### Animals and rearing conditions

As stated above, the fish that were transcriptomically analyzed in this study are the same fish described in Experiment 2 of Díaz et al. [19]. Briefly, European sea bass eggs obtained from a commercial hatchery were collected at one day post fertilization (dpf) on March 2009, transported to our experimental aquarium facilities and hatched following established procedures for this species [40] with minor changes, as previously described [18], [19]. Fish were reared under natural conditions of photoperiod, pH (∼7.9), salinity (∼37.8 ppt), oxygen saturation (85–100%) and with a water renewal rate of 30% vol·h^−1^. In order to avoid temperature influences on the sex ratio, the thermal regime used and previously described [19] included egg spawning at 13–14°C and larval rearing at 16±1°C until 60 dpf. Then, temperature was increased to 21°C at a rate of 0.5–1°C·day^−1^ and maintained until the first fall, when it was let to follow the natural temperature. The rearing density was kept low to avoid any possible distorting effect on sex ratios (details in [19]). Fish were manually fed three times a day with artemia AF, then artemia EG enriched with amino acid (INVE Aquaculture, Belgium) and dry food (ProAqua, S.A., Spain) of the appropriate pellet size as fish grew. Unless otherwise stated, juveniles and adults were fed *ad libitum* two times a day.

Fish were treated in agreement with the European Convention for the Protection of Animals used for Experimental and Scientific Purposes (ETS Nu 123, 01/01/91). Our facilities are approved for animal experimentation by the Ministry of Agriculture and Fisheries (certificate number 08039-46-A) in accordance of Spanish law (Real Decreto 223 of March 1988) and the experimental protocol was approved by the Spanish National Research Council (CSIC) Ethics Committee within project AGL2010-15939. Animals were sacrificed by an overdose of 2-phenoxyethanol (2PE) followed by severing of the spinal cord.

### Experimental design

Details of the experimental design can also be found in Díaz et al. [19]. Briefly, fish were individually size-graded at 127 dph, i.e., at ∼4 cm standard length (SL), before the histological process of sex differentiation started (∼8 cm SL), and separated into two groups according to the SL they had attained and comprising the two extremes of the normal curve distribution: a fast growth group (group F), with a mean size of 5.0 cm SL (range 4.2–6.4 cm), and a slow growth group (group S), with a mean size of 3.5 cm SL (range 2.6–3.7 cm). After checking that fish of each group was of the desired size, then at 133 dph (time 1, T1, i.e., when fish were 4 months old) each group was further subdivided into two tanks (n = 79 fish per tank). On one hand, the F group was subdivided into two groups with initial similar mean SL and BW: the fast-fast group (FF), in which growth rates from that moment onwards were as before, and the fast-slow group (FS), in which the growth rate was reduced to match what had been the growth rate of group S until then. On the other hand, the S group was also subdivided into two groups with initial similar mean SL and BW: the slow-fast group (SF), in which the growth rate was increased to match what had been the growth rate of group F until then, and the slow-slow group (SS), in which the growth rates from that moment onwards were as before (see Fig. 1A for a diagram of the experimental design). Food supply changed as follows: prior to T1, all fish were fed *ad libitum* three times a day. Then, groups FF and SF (accelerated growth) were fed *ad libitum* four times a day, with an amount of food per day equivalent of 3–6% of their mean BW. On the other hand, groups FS and SS (decelerated growth) were feed only two times a day with an amount of food per day equivalent of 1.5–3% of their mean BW. The growth rate of all groups was carefully monitored by periodic samplings and the amount of food adjusted if necessary. Animals were sacrificed when they were 337 dph juveniles (T2, i.e., when fish were 11 months old) (range of fish per tank at that moment: 52–70). There was no mortality associated to treatments.

**Figure 1:**
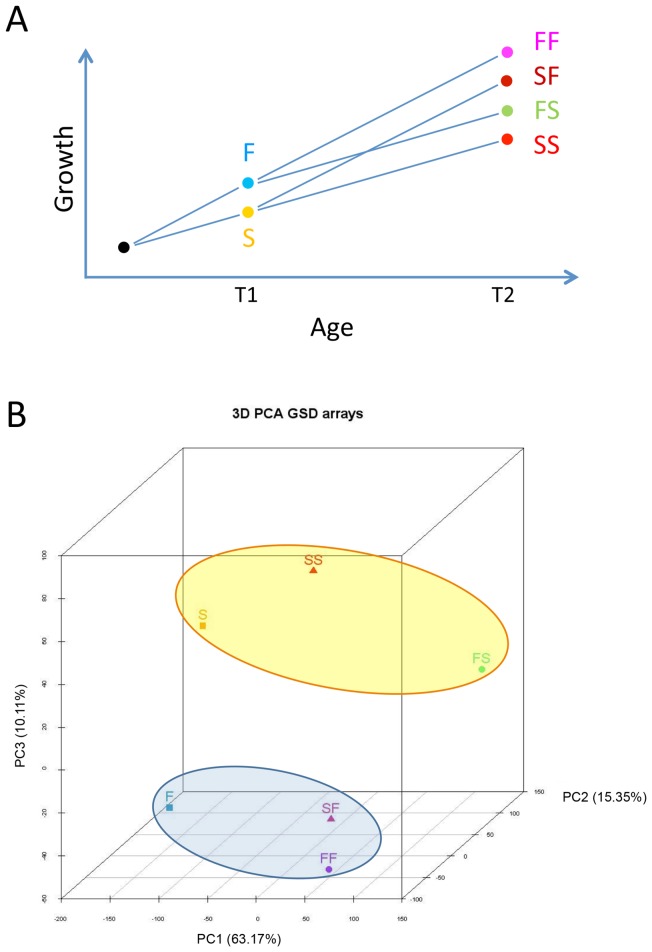
Experimental design and overall transcriptomic results. A) Experimental design involving European sea bass subjected to food restriction at different times during the sex differentiation period. B) Principal component analysis representation of transcriptomic results of the six groups. Time 1 fast- (F) and slow- (S) growing groups, and time 2 F- (FF and FS) and S- (SF and SS) derived groups.

### Samplings

Details on the follow-up of growth, including sexual growth dimorphism, gonadosomatic, hepatosomatic and carcass indices, as well as sex ratio and the degree of gonadal development of these fish have been previously described [19]. Fish used for objective 1 were sexually undifferentiated. For objective 2, when possible, sex was visually determined and confirmed histologically if necessary [19]. Only males were considered for objective 2 since the goal was to study the relationship between growth during sex differentiation on the subsequent juvenile testis transcriptome. Histological results indicated that testis contained no spermatozoa. We did not do a similar study on females because some of the resulting populations were highly male-biased (∼90% males) and thus we did not have enough individual females in all groups. The number of fish used for each group and the biometry is shown in Table S1. Here, we focus only on the RNA extraction for transcriptomic analysis of gene expression and for microarray validation by qRT-PCR.

### RNA extraction and cDNA synthesis

Total RNA was extracted from sexually undifferentiated gonads (mean SL ∼4 cm) at 133 dph (T1) and sexually differentiated juvenile testis at 337 dph (T2).

A classical chloroform-isopropanol-ethanol RNA extraction protocol after a Trizol (Live Technologies, Scotland, UK) homogenization was used. RNA quality and concentration were measured by a ND-1000 spectrophotometer (NanoDrop Technologies) and checked on a 1% agarose/formaldehyde gel. RNA integrity was measured by a Bioanalyzer 2100 (RNA 6000 Nano LabChip kit Agilent, Spain). Samples with a 100–200 ng/µl RNA concentration and RIN>7 were used for microarray hybridizations.

In parallel, 200 ng of total RNA were treated by *E. coli* DNAse H and retrotranscribed (100 ng) to cDNA using SuperScript III RNase Transcriptase (Invitrogen, Spain) and Random hexamer (Invitrogen, Spain) following manufacturer's instructions.

### Microarray. Experimental design

Hybridizations were performed at the Universitat Autònoma de Barcelona (UAB, Spain). The experiment included, on one hand, the comparison of 15 undifferentiated gonads from two groups (seven individual gonads from the F group against eight individual gonads from the S group) at 133 dph (T1), to explore transcriptomic differences between two groups with different growth rates since they were selected from the opposite extremes of the normal distribution curve. On the other hand, individual testes from each one of the four groups (groups FF, SF, FS and SS) differentially fed and sampled at 337 dph (T2), were analyzed to investigate the growth acceleration or growth deceleration effects on their transcriptome. Thus, 35 microarrays (one per fish) were used to analyze the gonadal transcriptome of the six groups considered in this study. To avoid batch effects samples were evenly distributed among the slides.

### Microarray. RNA sample preparation and array hybridization

RNA labelling, hybridizations, and scanning were performed according to the manufacturer's instructions. Briefly, total RNA (100 ng) was amplified and Cy3-labeled with Agilent's One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labelling kit) along with Agilent's One-Color RNA SpikeIn Kit. Then cRNA was purified with RNeasy mini spin columns (Qiagen), quantified with the Nanodrop ND–1000 and verified using the Bioanalyzer 2100. Each sample (1.65 µg) was hybridized to the *Dicentrarchus labrax* array (Agilent ID 023790) at 65°C for 17 h using Agilent's GE Hybridization Kit. Washes were conducted as recommended by the manufacturer using Agilent's Gene Expression Wash Pack with stabilization and drying solution. Arrays were scanned with Agilent Technologies Scanner, model G2505B. Spot intensities and other quality control features were extracted with Agilent's Feature Extraction software version 10.4.0.0. The experiment has been submitted to Gene Expression Omnibus (GEO)-NCBI database (GSE54362) and the platform that validates the microarray has the accession number (GPL13443).

### Quantitative real time PCR (qRT-PCR)

Microarray validations were carried out by qRT-PCR analysis. Two genes from each one of the six possible microarray comparisons (see Table S2) were used for qRT-PCR validation, including one up- and one downregulated gene. Primers were designed using Primer 3 Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) against the annotated gene sequences directly from the European sea bass genome (Tine et al., 2014, unpublished), always trying to design the primers between exons to avoid DNA contamination (Table S2). Primer amplification efficiencies were tested by linear regression analysis from a cDNA dilution series and by running a melting curve (95°C for 15 s, 60°C for 15 s and 95°C for 15 s). Efficiency (*E* = 10^(−1/slope)^, with values between 1.80 and 2.20), standard curves ranging from –2.9 to –3.9 and linear correlations (*R^2^*) higher than 0.92 were recorded (Table S2). cDNA was diluted 1∶10 for all the target genes and 1∶500 for the endogenous control (the housekeeping gene *r18S*).

qRT-PCR was analyzed by an ABI 7900HT (Applied Biosystems) under standard cycling conditions. Briefly, an initial UDG decontamination cycle (50°C for 2 min), an activation step (95°C for 10 min) was followed by 40 cycles of denaturation (95°C for 15 s) and one annealing/extension step (60°C for 1 min). A final dissociation step was also added (95°C for 15 s and 60°C for another 15 s). Each sample was run in triplicate in 384-well plates in a final 10 µl volume (2 µl of 5x PyroTaq EvaGreen qPCR Mix Plus (ROX) from Cultek Molecular Bioline, 4 µl distilled water, 2 µl primer mix at a 10 µM concentration and 2 µl of cDNA). Negative controls were run per duplicate and *r18S* was used to calculate intra- and inter-assay variations. SDS 2.3 software (Applied Biosystems) was used to collect raw data and RQ Manager 1.2 (Applied Biosystems) was used to calculate gene expression. qRT-PCR data was analyzed by adjusting for *E* and normalizing to the *r18S* reference gene [41].

### Statistical analysis of data. Microarray raw data normalization

Feature Extraction output data was corrected for background using normexp method [42] and was quantile normalized [43]. Reliable probes showed raw foreground intensity at least two times higher than the respective background intensity and were not saturated nor flagged by the Feature Extraction software. Our sea bass custom-made microarray presents most of the probes (64.7%) in duplicate but also with more than three identical probes for some genes. Median intensities per gene were calculated and a probe was considered reliable when at least half of its replicates were reliable as defined above. An empirical Bayes approach on linear models (Limma) [44] was used to perform a differential expression analysis. A False Discovery Rate (FDR) method was used to correct for multiple testing. Differentially expressed (DE) genes were filtered by fixing an absolute fold change (FC) of 1.5 and an adjusted *P*-value <0.01. MA data analyses were performed with the Bioconductor project (http://www.bioconductor.org/) in the R statistical environment (http://cran.rproject.org/) [45].

### Statistical analysis of data. qRT-PCR statistics

Quantitative qRT-PCR statistical analysis was performed using 2DCt from the processed data [41]. 2DCt results were then checked for normality, homoscedasticity of variance and a one-way ANOVA test was used to assess differences between treatments using SPSS v.19 software.

### Gene annotation and enrichment analysis

Gene data (names, abbreviations, synonyms and functions) were determined using Genecards (http://www.genecards.org/) and Uniprot (http://www.uniprot.org/). The web based tool AMIGO (http://amigo.geneontology.org/cgi-bin/amigo/go.cgi) [46] was used to look for the sequences of the DE genes found at the MA. After obtaining these sequences, Blast2GO software (http://www.blast2go.com) [47] was used to enrich GO term annotation and to analyze the subsequent altered KEGG pathways (http://www.genome.jp/kegg/), which were also further explored by DAVID (http://david.abcc.ncifcrf.gov/; [48], [49]). Completing the analysis, Blast2GO with Fisher's Exact Test with Multiple Testing Correction of the False Discovery Rate [50] was used to analyze our DE genes using the custom-made microarray as background.

Protein names from the DE genes were then uploaded to the web-based tool STRING v9.1 (http://string-db.org/) [51] to analyze physical and functional protein interactions. Furthermore, an FDR test was applied to determine if the protein list was enriched (higher values meaning higher significances). A Mean Linkage Clustering (MLC or UPGMA), a simple agglomerative hierarchical clustering included in STRING was performed to group proteins. This method clusters proteins based on pairwise similarities in relevant descriptor variables.

## Results

### Overall assessment of transcriptomic results

Visualization of the spatial distribution of the microarray data of the six studied groups along the three major axis of the PCA is shown in Figure 1B. 

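The data behind this distribution came from 35 gonads, each hybridised to an array of its own and labelled with a single dye (Cy3). At T1 (133 dph) there were 7 fish of group F and 8 of group S. At T2, groups FF, FS, SF and SS had 5 fish each, at 337 dph in the paper and 332 days post fertilization in the sample labels. Each array held 45220 spots, of which 43803 carried sea bass sequences and 1417 were controls, and the sea bass spots belonged to 24200 probes against 11705 target sequences. The authors deposited the scanner output of each array, which gives the brightness (intensity) of every spot and of its local background, and a matrix of processed log2 values. The values given here start from the scanner output. The median brightness of the spot and of its background was corrected by the normexp method with an offset of 50, the sea bass spots of all 35 arrays were quantile normalized together, and the median of the unflagged spots of each probe was taken as its log2 value. The paper's text does not name the offset. Probes were kept when at least 50% of their spots were reliable, with a foreground at least 2 times the background and neither saturated nor flagged, on at least 50% of the arrays of a group, and all 24200 probes met this rule. The processed matrix was closer to the same steps with the control spots kept in the quantile normalization, with 99.9% of its values within 0.1 of those, against 98.3% of its values within 0.1 of the values used here.

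Arrays have no depth of counting, so the number of arrays limits the precision, and the brightness over background limits what each array could measure. The median share of sea bass spots that the scanner software called well above background was 65.1% in F (range 43.2 to 71.5%), 64.2% in S (56.4 to 74.4%), 78.5% in FF (67.2 to 81.1%), 76.4% in FS (71.8 to 85.3%), 84.7% in SF (80.8 to 87.8%) and 80.7% in SS (71.8 to 84.0%). Dim probes were therefore measured less well at T1 than at T2. The 10 spike-in probes, which bind control RNA added to every sample before labelling, had a log2 level relative to the array's 75th percentile of 4.40 ± 0.92 (SD, n = 5) in SS, against -0.27 ± 1.29 (SD, n = 30) over the arrays of the other groups. The arrays lay on 9 slides and were scanned on 2 days. The second day held all F arrays, 4 of the 8 S arrays and 1 FF array. Most slides held 1 group, and no slide held FF arrays together with FS, SF or SS arrays, or FS together with SS arrays. In those comparisons slide and group cannot be told apart, although the paper states that samples were spread evenly over the slides. In the other comparisons slide and group overlap in part.

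**Figure D1:**
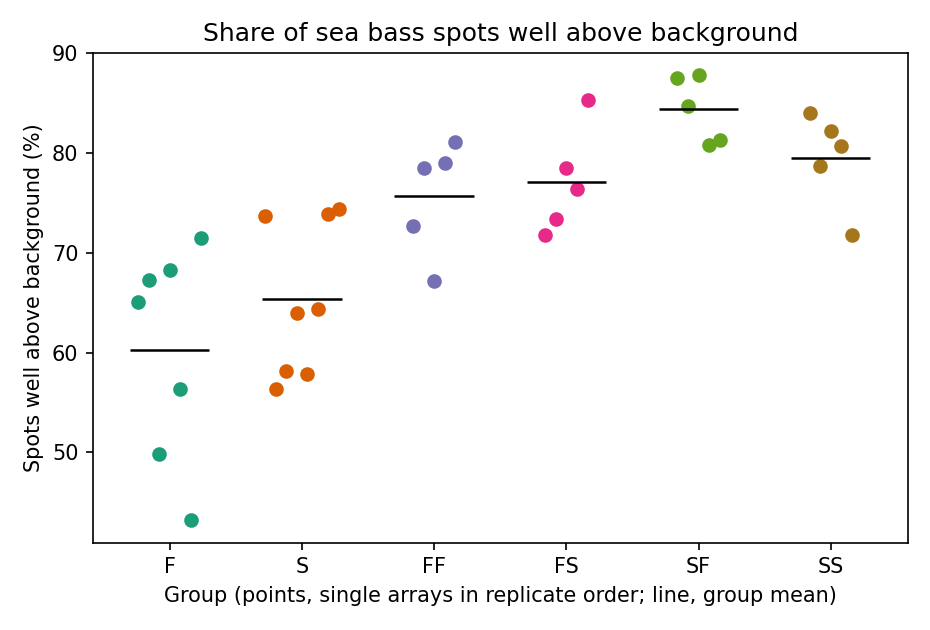
Share of sea bass spots called well above background (vertical axis, %) on each of the 35 arrays (points), by group, with a line at the group mean. The T1 arrays (F and S) reached at most 74.4%, and the T2 arrays lay between 67.2 and 87.8%.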

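A principal component analysis of the means of the 6 groups, on the log2 values of 24200 probes without scaling, gave component 1 72.1% of the variation, component 2 16.95% and component 3 5.23%, with 94.27% for these components together. Leaving out each of the 35 arrays in turn moved the share of component 1 between 66.42 and 75.88% (jackknife standard error 9.93) and that of components 1 to 3 between 93.75 and 94.85% (jackknife standard error 1.68). The choice that moved these shares most was to enter the 35 single arrays in place of the group means, with 45.56% for component 1 and 69.55% for components 1 to 3, since the means leave out the variation within groups.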

Component 1 contributed to 63.17% of the variation while the first three components together explained 88.63% of the variation. 

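On component 1 of the group means, F scored -86.1 and S -89.9, against 42.7 for FF, 50.3 for FS, 43.8 for SF and 39.3 for SS, so that this component separated T1 from T2. On component 2, FS scored 62.8, and the other groups lay between -27.0 and 3.9. On component 3, F (22.4), FF (14.6) and SF (7.2) had positive scores, and S (-21.2), SS (-21.8) and FS (-1.1) negative ones. In the same analysis of the 35 single arrays, the T1 arrays lay between -85.7 and -63.7 on component 1 and the T2 arrays between 34.3 and 81.6, with no overlap. On component 3, the 17 arrays of F, FF and SF ranged from -10.5 to 63.5 and the 18 arrays of S, SS and FS from -71.2 to 39.7, so these ranges overlapped, as they did on components 1 and 2. Average linkage clustering of the single arrays (distance 1 minus Pearson's r across 24035 probes with a value on every array), divided into 2 clusters, placed the 15 arrays of T1 in a cluster and the 20 arrays of T2 in the other.

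**Figure D2:**
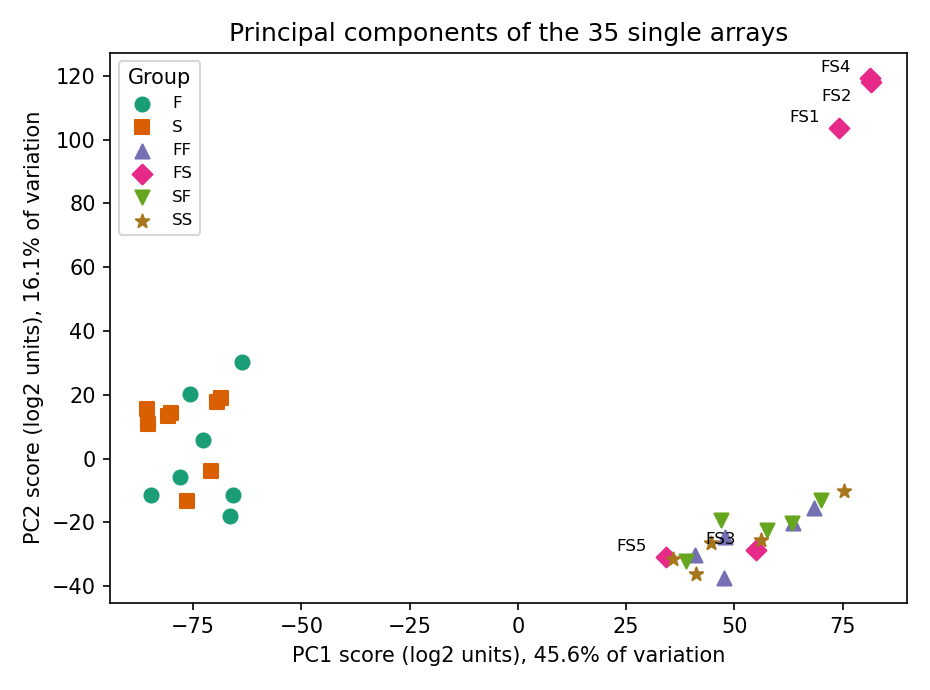
Scores of the 35 single arrays on component 1 (horizontal axis, 45.6% of variation) and component 2 (vertical axis, 16.1% of variation), in log2 units, with a symbol and colour for each group and the FS arrays named. The T1 arrays lie at -63.7 or lower on component 1, and on component 2 the FS arrays range from -30.8 to 119.3.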

Two clusters could be observed, one containing group F and the F-derived groups with an accelerated growth (groups FF and SF), and the other formed by group S and the S-derived groups with growth deceleration (groups SS and FS).

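The distance between the mean log2 profiles of 2 groups, over all probes, was set against the distances given by other divisions of the same arrays in an exact permutation test (two-sided in effect, as a distance has no sign). With 5 arrays against 5 there are 126 divisions and the smallest p is 0.0079, and with 7 against 8 there are 6435 divisions and the smallest p is 0.00016. Between F and S the distance was 55.4 (exact p = 0.038, adjusted over the 7 comparisons 0.13), and between FF and SS it was 52.2 (exact p = 0.04, adjusted 0.13). Distances from FS were 94.1 to SS (exact p = 0.056, adjusted 0.13), 87.3 to FF (exact p = 0.12, adjusted 0.17) and 85.0 to SF (exact p = 0.16, adjusted 0.19). SF lay at 48.0 from SS (exact p = 0.11, adjusted 0.17) and at 32.5 from FF (exact p = 0.4). No distance passed 0.05 after Benjamini-Hochberg adjustment. The larger distances of FS went with a larger spread between its fish. The 90th percentile over probes of the SD within a group was 0.89 in FS, against 0.49 in FF, 0.50 in SF, 0.56 in SS, 0.67 in F and 0.68 in S (log2 units).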

The number of DE genes found in the only possible comparison at T1 as well as in the six possible comparisons between the four groups at T2 is shown in Table 1. The comparison with larger number of genes was FS vs. SS, while the FF vs. SF comparison gave no DE genes. 

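As a measure of size that uses no test, the group means differed by at least 1.5-fold at 5919 of the 24200 probes between FS and SS, the most of the 7 comparisons, and at 457 between SF and FF, the fewest. The other comparisons had 5300 (FS vs. FF), 5053 (SF vs. FS), 1984 (F vs. S), 1688 (FF vs. SS) and 1251 (SF vs. SS). Differential expression was then tested with limma in each pair of groups on its own, at the paper's thresholds, an absolute fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.01. For SF vs. FS, which has no part of its own in the paper's text, limma called 0 probes, with 5974 at an unadjusted p under 0.05 and a smallest adjusted p of 0.181. The setting that moved this count most was limma's array weights, with 7090 calls, of which 3598 were higher in SF. With all 6 groups in 1 limma fit, so that every comparison shares a variance per probe, 1148 probes were called, 491 higher and 657 lower in SF.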

From each one of the comparisons with DE genes, the most upregulated and the most downregulated genes (a total of twelve) were selected for a qRT-PCR validation (see details and quality control data of the designed primers in Table S2). All genes tested showed the same fold change tendency, thus validating the microarray results (Table 2). Among the tested genes four of them (*cct6a*, *rps15*, *fabp3* and *rpl9*) showed statistical differences (*P*<0.05) when analyzed by qRT-PCR. In the comparisons containing DE genes, analysis of the associated GO terms related to biological processes (BP), molecular function (MF) and cell component (CC) provided further information on the molecular signatures of each treatment (Table S3). Seven selected BP subcategories based on prior knowledge that they take place in the gonads are shown in Figure 2. Metabolic process, response to stimulus and signaling were, in that order, the most represented subcategories. Regarding the MF and CC subcategories, no clear differences were seen among the different comparisons. The most represented MF subcategories among the comparisons were binding and catalytic activities.

**Figure 2:**
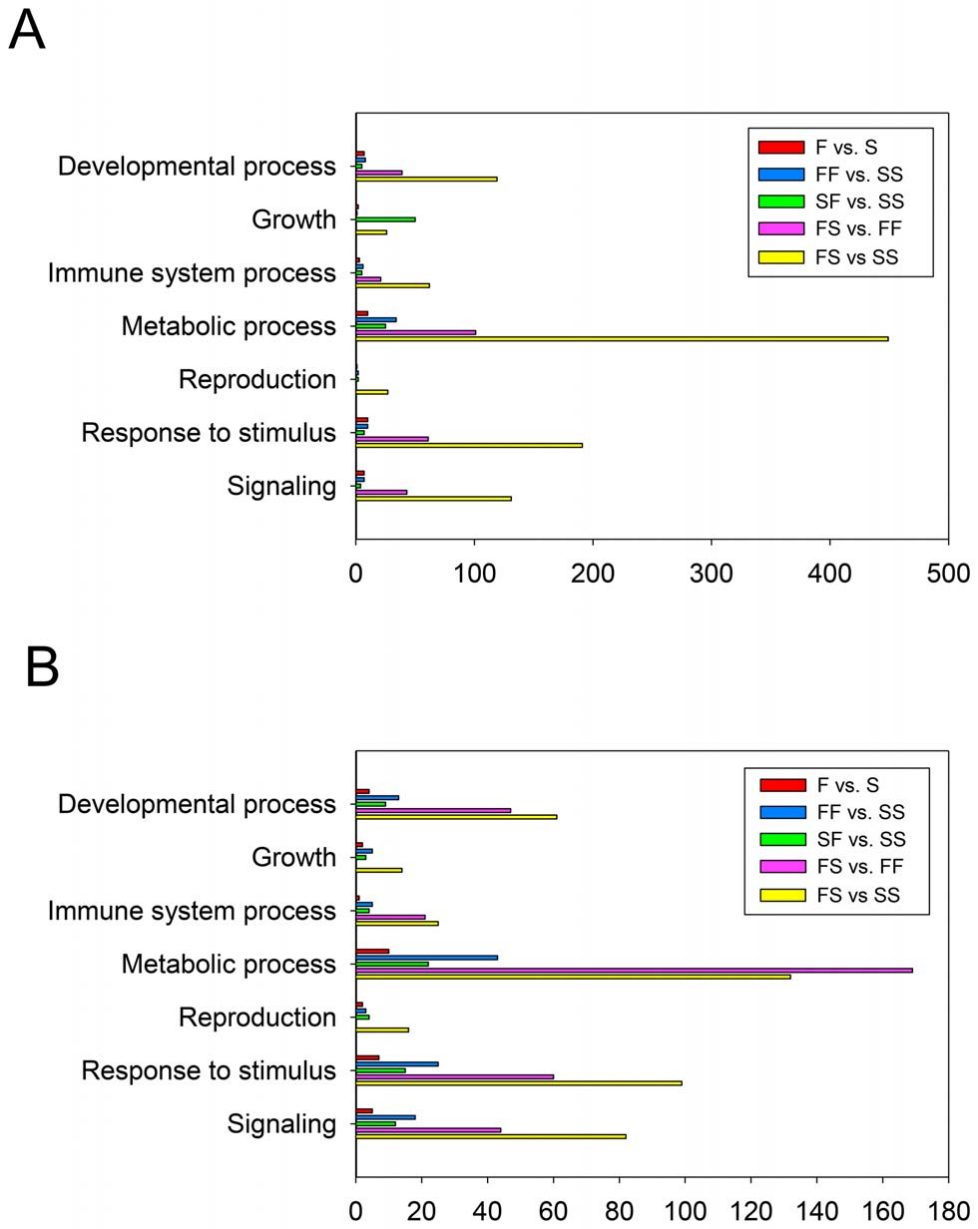
The seven selected GO subcategories for the Biological process (BP) category. A) Upregulated GO-terms and B) downregulated GO terms in the different studied comparisons.

**Table 1:** Differentially expressed genes in the different comparisons.

Group comparisons	Total # of genes	# Upregulated genes			# Downregulated genes		
		Total	Real	NA	Total	Real	NA
F vs. S	76	41	20	11	35	20	6
FF vs. SS	155	71	43	9	114	70	30
FS vs. FF	1092	662	316	47	431	153	111
SF vs. SS	94	42	26	1	53	37	9
SF vs. FS	938	507	184	162	604	303	40
FF vs. SF	0	0	0	0	0	0	0
FS vs. SS	2014	1452	717	108	562	261	202

NA, non annotated genes.

**Table 2:** Microarray validation by qRT-PCR.

Comparison	Gene	Microarray FC	Microarray adj. *P*-value	qRT-PCR FC	qRT-PCR SEM	qRT-PCR Student *t*-test
F vs. S	*flna*	2.85	0.004	1.801	0.509	0.332
	*tspan1*	−5.90	0.007	−2.47	0.185	0.356
FF vs. SS	*cct6a*	2.33	0.001	2.98	0.551	0.009
	*rps15*	−13.28	0.000	−1.46	0.407	0.001
FS vs. FF	*ggps1*	11.58	0.006	22.63	16.673	0.284
	*fabp3*	−15.34	0.007	−7.51	0.125	0.001
SF vs. SS	*rpl9*	2.61	0.001	18.79	7.023	0.047
	*pcca*	−14.03	0.000	−42.13	0.009	0.970
SF vs. FS	*lpl*	13.93	0.006	2.23	0.440	0.364
	*tspan13*	−10.27	0.006	−240.52	0.002	0.204
FS vs. SS	*ca1*	36.70	0.004	2.49	0.591	0.631
	*agpat5*	−13.38	0.000	−2.38	0.292	0.849

### Transcriptome of sexually undifferentiated gonads of initial fast-growing vs. initial slow-growing fish (group F vs. group S comparison)

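Average linkage clustering of the 15 gonads of T1 on all probes set F7 apart from the other 14 gonads, F and S together. On the 94 probes called between F and S when all 6 groups entered 1 limma fit, the 2 clusters were F1 to F7 with S4, and the other 7 S fish. Since these probes were picked for a difference between F and S, some separation on them is built in. The mean Pearson correlation across probes of F7 with the other F arrays was 0.881, and that of the other F arrays was between 0.928 and 0.940.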

All fish from the F group clustered together and all but one fish from the S group did the same as shown in the heatmap (Figure 3A). 

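Between the undifferentiated gonads of F and S fish, limma fitted to these 2 groups called 0 of 24200 probes, with 4938 probes at an unadjusted p under 0.05, of which 2736 were higher in F, and a smallest adjusted p of 0.0289. In a fit of all 6 groups, 55 probes were higher and 39 lower in F, with a smallest adjusted p of 0.00203. With array weights 4 probes were called. The 7 F arrays were all scanned on the second day. F against the 4 S arrays of the same day gave 0 calls in limma, with 1911 probes at an unadjusted p under 0.05 (0 calls and 2131 probes in the fit of all groups), and F against the 4 S arrays of the first day gave 1248 calls.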

Of the total 40 DE genes, among the 20 upregulated there were genes related to transcription, immune response or cytoskeleton structure, whereas among the 20 downregulated ones there were genes mainly related to mitochondrial functions (Table S4).

**Figure 3:**
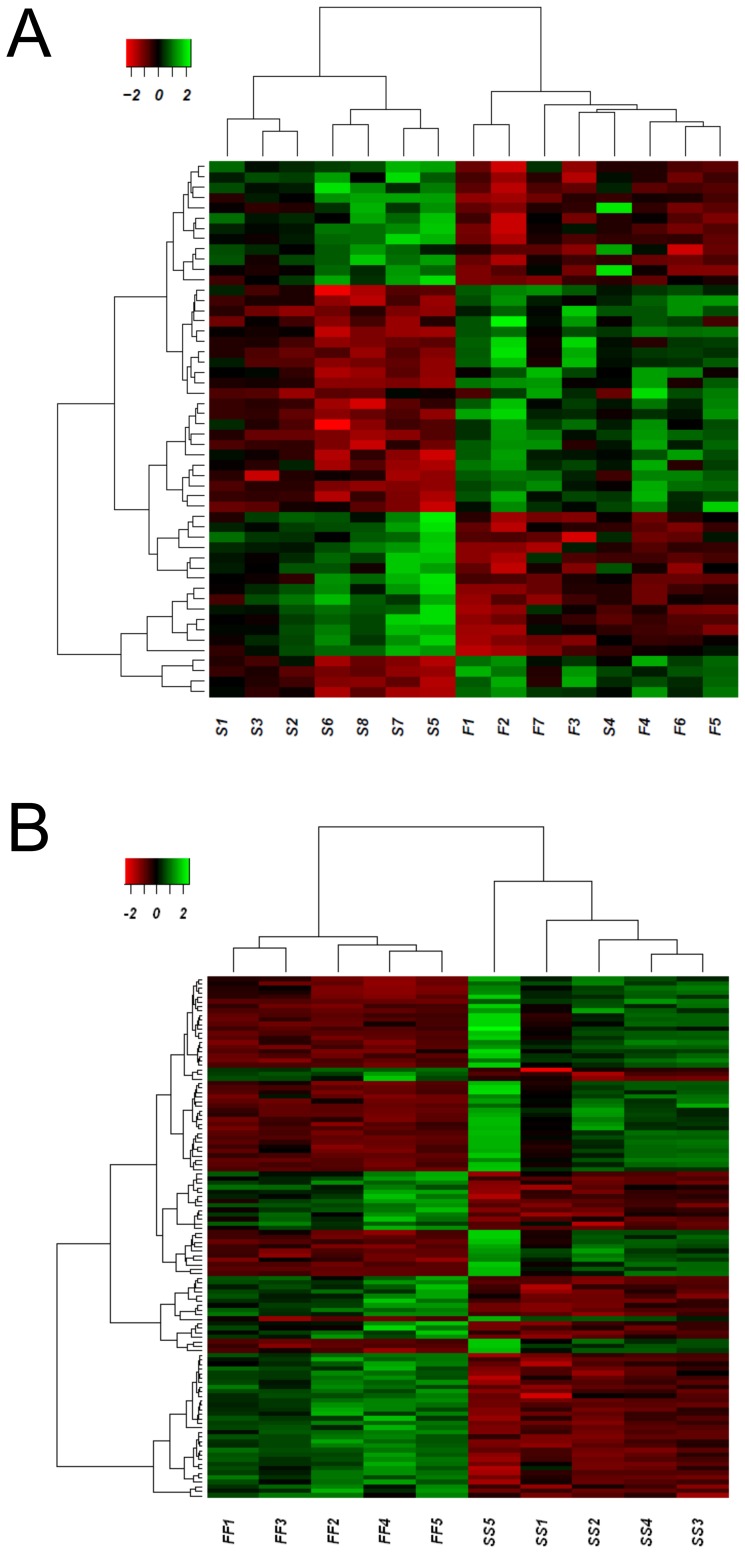
Individual heatmap representation of the transcriptome analysis. A) undifferentiated gonads of F versus S growing fish. B) differentiated testis of sustained fast (FF) or slow (SS) growing fish. Only DE genes are represented in the figure. High to low expression is shown by a degradation color from green to red, respectively. The scale bar shows Z-score values for the heatmap.

Further analyzing the BP subcategories for the up- and downregulated GO terms (Figure 2A and 2B, respectively) showed how the number of GO terms for all the subcategories was always low when compared with T2 group comparisons. Tyrosine-protein kinase gene, a gene involved in male gonad development, was upregulated in the F group. In general, genes related to the response to stimulus and metabolic processes were downregulated. This applied also to genes related to growth such as growth hormone (*gh*) and adrenomedullin, which is related to male gonad development and response to stimulus.

DAVID analysis of DE genes showed two gene clusters within the upregulated genes related to cytoskeleton organization and lumen (enrichment scores 2.6 and 1.14, respectively), and five clusters within the downregulated genes mainly related to mitochondrion, binding, membrane structure and ion binding (enrichment scores 3.36, 1.56, 1.47, 0.31 and 0.22, respectively). KEGG pathway analysis of DE genes showed nine affected pathways: three were upregulated and included T-cell receptor signaling and linoleic acid metabolism, and six were downregulated and mainly related to the metabolism of xenobiotics and amino acid degradation (Table S5).

Only seven interactions were found among the proteins coded by these DE genes; however, they were enriched in interactions (*P*<0.001). Proteins from the upregulated DE genes were required for the 60S ribosomal subunit biogenesis and mRNA stability and included proteins such as Ilf3, Nop56, Nop58 and Noc2l, with combined scores of protein-protein interactions ranging from 0.573 to 0.924 (a value of 1 represents the highest possible relationship). Nevertheless, when analyzing the proteins from the downregulated DE genes, three clusters of relationships were observed and related to: 1) respiratory electron transport (Uqcrc2 and Etfa; combined score: 0.969), 2) amino acid degradation (Bckdha and Ivd; combined score: 0.915), and 3) glutathione-mediated detoxification pathway (Gstk1 and Ggh; combined score: 0.899).

### Transcriptome of juvenile testes of sustained fast-growing vs. sustained slow-growing fish (group FF vs. group SS comparison)

There were 113 DE genes when comparing the testis of FF and SS groups (43 up- and 70 downregulated genes; see Table S6 for a detailed list). 

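In limma fitted to FF and SS, 24 probes of 24200 were called, 5 higher and 19 lower in FF, and 4550 probes had an unadjusted p under 0.05. The calls lay at the threshold, with adjusted p-values from 0.00968 to 0.00988. The setting that moved the count most was array weights, with 188 calls (34 higher and 154 lower in FF), and leaving out SS1 gave 68. With any FF array left out, or with SS2, SS3 or SS4 left out, limma called 0 probes. In the fit of all 6 groups 116 probes were called, 15 higher and 101 lower in FF, and these included 13 of the 24. The balance was reversed with the authors' processed values in place of the scanner output, with 50 higher and 33 lower in FF. Those values lay closer to a normalization with control spots kept, which gave 49 higher in FF. With the spike-in spots of the SS arrays given the values of FF arrays, it gave 6. The reversal may therefore come from the ranks of the spike-in spots. With the slide as a random block the count was 0. No slide held both FF and SS arrays, so the block cannot separate slide from group.

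The files do not pair the probes with gene names, and none of the probe names matched the RefSeq gene table, so probes are given by their identifier. CUST_20235_PI416070213 had a log2 level of 10.48 ± 0.18 (SD, n = 5) in FF and 9.31 ± 0.18 (SD, n = 5) in SS, a log2 change of 1.18 (standard error 0.12, limma adjusted p = 0.00968). CUST_6873_PI416070213 was also higher in FF, by 1.05 (standard error 0.13), with 12.82 ± 0.27 against 11.77 ± 0.12 (SD, n = 5 each). Each of these targets had 2 other probes, all higher in FF but less so. Their median log2 change was 0.54 for the target of CUST_20235_PI416070213 and 0.47 for that of CUST_6873_PI416070213. CUST_5748_PI415922062 was at least 21.1-fold higher in SS than in FF, and CUST_4179_PI415922062 at least 13.2-fold. Both had the same adjusted p in limma as the first probe, and neither was well above background on any FF array, so that these values are bounds, from the SS mean against, per FF array, the higher of the lowest level of a probe well above background and the probe's own level. The level of the spike-in RNA was also higher on the SS arrays, and these 2 probes were highest on SS5 and lowest on SS1, as the spike-in RNA was. Of the called probes, 4 were not well above background on any array of at least 1 of the 2 groups. These include the 2 probes just named, which were well above background on all 5 SS arrays.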

A heatmap visualization of the data (Figure 3B) clearly separated individuals according to their group of origin.

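Clustered on all 24035 probes with a value on every array, FF1, SS1 and SS2 formed a cluster and the other 7 testes of these groups the other, so the groups did not separate. On 23 of the called probes, those with a value on every array, the 5 FF and the 5 SS testes fell into separate clusters, as they did on 115 probes from the fit of all groups. Both sets of probes were picked for a difference between FF and SS, so this separation follows in part from their choice.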

The three most regulated GO terms in the BP category were related to metabolic processes and response to stimulus, followed by developmental process in the upregulated GO terms, and related to signaling for the downregulated GO terms (Figure 2A and 2B, respectively).

DAVID analysis of the DE genes yielded seven up- and 20 downregulated gene clusters mainly related to the Rps and Rpl ribosomal protein families. KEGG analysis showed twelve altered pathways: three that were upregulated in the FF fish and showed an opposite behavior to what had been observed for the F vs. S comparison (for example, the drug metabolism and the xenobiotics and glutathione metabolisms). There were also nine downregulated pathways related to accelerated growth and metabolism (see Table S7 for a detailed list of the pathways). Although low representation of sequences was found for each pathway, after a FDR test, ribosome was the most enriched pathway among both the up- and downregulated pathways, while proteasome was also highly enriched among the downregulated DE genes.

A Fisher's Exact Test with Multiple Testing Correction of FDR analysis of the most specific terms showed that eight biological processes, three molecular functions and three cell components GO terms were over-represented when using the whole microarray as a background (see Table S8 for further details). Most of the GO terms were related to the ribosome structure and the translation process.

Protein-protein interaction analysis showed that upregulated proteins clustered in three different groups, where the largest one was related to the Rps (six different Rps) and Rpl (seven different Rpl) ribosomal protein families. These groups of proteins are found at the small and large ribosomal subunits, respectively (combined scores ranging from 0.401 to 0.999; Figure 4A). The other two clusters were conformed by the Iars2 and Cct6a proteins, which are related to translation and folding, as well as the 60S ribosomal subunit biogenesis-related proteins (Ube2a, Nop58, Sf3b1 and Cpsf1). On the other hand, downregulated protein interactions clustered in four groups, being the largest formed by the Rpl protein family (nine different Rpl proteins), but also forming part of the small ribosomal subunit and of the proteasome accessory complex (Figure 4B). The other three clusters were conformed by: 1) Agpat2 and Agpat5, which are involved in phospholipid metabolism; 2) Psmd13, Psmd8 and Psmc1, which are involved in ubiquitinated protein degradation; and 3) Prl and Ren, which are mainly involved in growth regulation and apoptosis.

**Figure 4:**
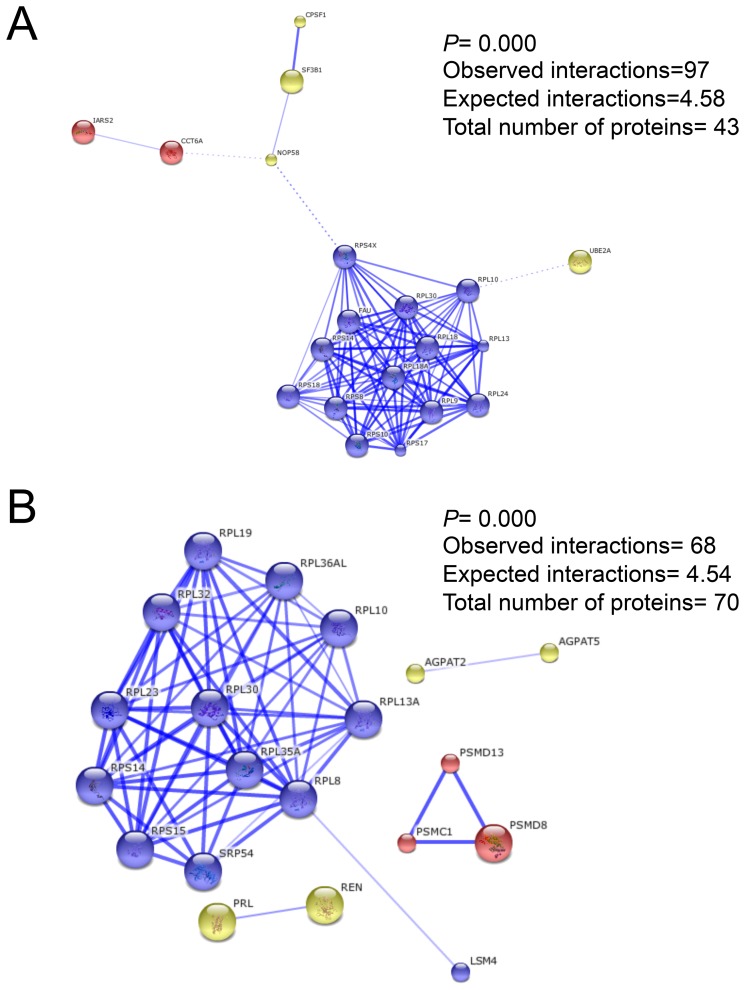
Protein-protein predicted confidence interactions for the FF vs. SS group comparison. A) The 43 proteins from the upregulated DE genes. B) The 70 proteins from the downregulated DE genes.

### The effects of accelerating growth: Transcriptome of juvenile testes of growth-accelerated fish vs. sustained slow-growing fish (group SF vs. group SS comparison)

Despite significant differences (*P*<0.01) in SL and BW in favor of fish from group SF when compared to fish of the SS group (Table S1), the two groups had a similar sex ratio with a clear male bias (90.6 and 92.2% males, respectively; reported in [19]). However, the transcriptional comparison of the SF vs. the SS group had a low or moderate number of DE genes in the testis transcriptome. 

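Between SF and SS, limma on these 2 groups called 0 of 24200 probes, while 4302 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0353. The setting that moved the count most was array weights, with 115 calls (21 higher and 94 lower in SF). The fit of all 6 groups called 64 probes, of which 1 was higher in SF, and the authors' processed values in place of the scanner output gave 51 calls in limma, of which 43 were higher in SF. Control spots kept in the normalization gave 39 higher in SF, and 0 once the spike-in spots of SS had the values of FF arrays. The calls higher in SF may therefore come from the ranks of the spike-in spots. Without SS1, 67 probes were called, 6 of them higher in SF, and without any other of these arrays 0. A single slide held both SF and SS arrays (SF4, SF5, SS1 and SS2), and with the slide as a fixed block, a setting chosen after the data were seen, the count was 0.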

A heatmap analysis (Figure 5A) visually representing the 63 DE genes, 26 up- and 37 downregulated genes (see Table S9 for further details), showed that these two groups clustered separately.

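When the 10 testes of SF and SS were divided into 2 clusters on all probes, SS5 stood alone. On the 64 probes called with all groups in 1 fit, the 5 SF testes formed a cluster and the 5 SS testes the other. The probes were chosen by their difference between these groups, so a separation on them was to be expected to some degree.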

**Figure 5:**
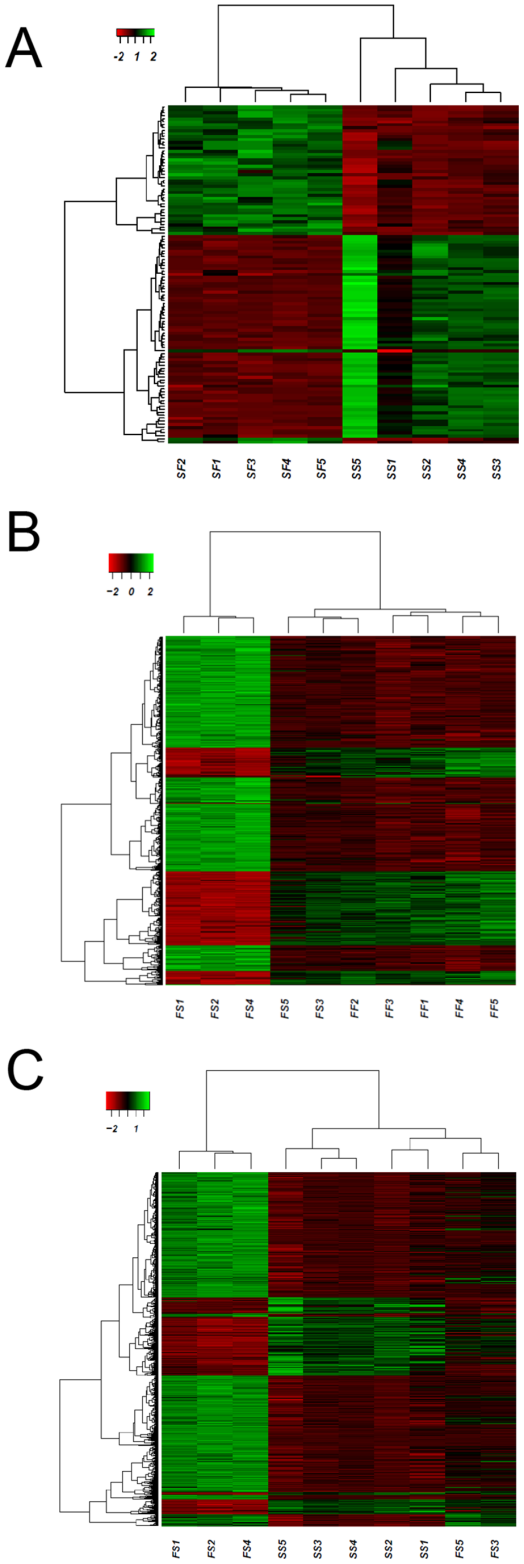
Individual heatmap representation of the transcriptome analysis of European sea bass one-year old testis. A) SF vs. SS comparison. B) FS vs. FF comparison. C) FS vs. SS comparison. Only DE genes are represented in the figure. High to low expression is shown by a degradation color from green to red, respectively. The scale bar shows Z-score values for the heatmap.

BP subcategories were analyzed for the up- and downregulated GO terms (Figure 2A and 2B, respectively). Metabolic process GO terms were the most upregulated and contained five genes that were mainly related to amino acid metabolism (*ren, psme1, psmc1, trdmt1* and *agpat5*). However, renin and prolactin (*prl*), genes involved in positive regulation of growth, male gonad development, response to hormone stimulus and signaling (hormone-mediated or through G-protein coupled receptors) were downregulated.

DAVID analysis of the data with the highest stringency showed seven clusters for the upregulated genes (enrichment score of 23.68 to 0.42), being protein biosynthesis and translational elongation the most enriched ones. Among the downregulated genes, four clusters (enrichment scores from 1.48 to 0.06) were present and mostly related to peptidase activity. KEGG analysis showed 16 pathways altered due to the growth acceleration (three up- and twelve downregulated KEGG pathways; Table S10) that were mostly related to amino acids, glutathione and lipid metabolism. Fisher's Exact Test with Multiple Testing Correction of FDR of the most specific terms showed eight biological processes, three molecular functions and two cellular components that were over-represented when compared against our microarray background and were mainly related to ribosome structure and translational elongation and termination (Table S11).

Protein-protein interaction analysis with an MLC clustering method showed proteins from the upregulated DE genes clustering together and enriched in interactions (*P*<0.001). These proteins were either ribosomal (Rpl and Rps ribosomal protein families) or ribosome associated proteins (e.g., Ef1a1, Ubc or Fau). On the contrary, proteins from the downregulated DE genes were not enriched in interactions (*P* = 0.067) since just one interaction was present between Prl and Cort proteins (data not shown), which are known to be involved in growth control and signaling.

### The effects of accelerating growth: Transcriptome of juvenile testes of growth-accelerated fish vs. sustained fast-growing fish (group SF vs. group FF comparison)

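Between SF and FF, limma called 0 of 24200 probes, with 1404 at an unadjusted p under 0.05, or 5.8% of probes, against the 5% that no difference at all would give on average. The smallest adjusted p was 0.268, so that a threshold of 0.05 with a fold change of 1.2 also gave 0. With all 6 groups in 1 fit the count stayed at 0, with 656 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0775. Both counts were 0 under each of the 30 other settings tried, with array weights and with each array left out among them. As no slide held both SF and FF arrays, slide and group cannot be told apart here either.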

Transcriptional analysis of the SF vs. FF group returned zero DE (Table 1) even when we looked for genes with a lower *P*-value (0.05) and lower FC (1.2). The two groups had different sex ratios (90.6% and 67.6% males, respectively) due to their initially different growth rates before size-grading, and FF fish were bigger in BW but not in SL at the time of sampling. However, from a transcriptional point of view, they had no differences, indicating a full recovery from the early naturally slow growth rates.

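Whether this comparison could show a 3-fold difference was tested on simulated data, and smaller differences were not simulated. With 200 probes changed 3-fold between arrays with the spread of SF and FF, limma recovered 84.0% of them, with 3 unchanged probes called, out of 24035 probes. The noise was drawn for each probe on its own, so deviations shared by many probes of an array were left out. Fewer changed probes were not simulated. The adjustment is stricter when few probes change, so 84.0% need not hold for them. Over all probes, the SD of the measured log2 change between SF and FF was 0.21 and the median standard error of a change was 0.138, so that most of the measured changes were of the size of their error. In a clustering of the 10 testes on all probes, FF1 and SF1 formed a cluster and the other 8 testes the other. From the absence of differences at the level of transcription, the paper proposes a full recovery from the early slow growth.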

### The effects of decelerating growth: Transcriptome of juvenile testes of growth-decelerated fish vs. sustained fast-growing fish (group FS vs. group FF comparison)

Fish that experienced the same initial fast-growing rate also had a similar sex ratio (67.6% and 61.4% males, respectively) when compared to the S-derived groups (*P*<0.001), which were highly male-biased (>90%). However, when comparing growth between decelerated fish (FS) vs. sustained fast-growing fish (FF) there were differences in the final growth due to the different feeding regimes (FF>FS in SL and BW) during the sex differentiation period.

Differences at the transcriptomic level were found (469 DE genes: 316 up- and 153 downregulated genes; Table S12). 

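In limma fitted to FS and FF, 0 of 24200 probes were called, although 5758 had an unadjusted p under 0.05, and the smallest adjusted p was 0.196. Array weights moved the count most, to 7269 (3559 higher and 3710 lower in FS), and gave FS3 a weight of 0.23 and FS5 of 0.22, the lowest of the 10 arrays. With all 6 groups sharing a variance per probe, 1185 probes were called, 761 higher and 424 lower in FS. At these 1185 probes the median SD within FS was 0.87, against 0.41 for the shared SD of that fit, and at 98.6% of them the SD within FS was the larger. These probes were picked for a difference of FS, which itself widens the spread among FS fish that do not all share it, and over all probes the median SD was 0.30 within FS and 0.32 in the shared fit. Leaving out each array in turn left 0 calls, except without FF4 and without FS5, with 1 call each.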

A heatmap visualization of the data (Figure 5B), showed that two FS individuals (FS3 and FS5) shared a transcriptomic pattern with those of the FF group.

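The deviation of each T2 array from the means of FF, SF and SS (of the groups other than its own for FF, SF and SS arrays, and of all these for FS arrays) was computed for every probe. Its SD over probes was 0.87 in FS1, 0.96 in FS2, 0.28 in FS3, 0.97 in FS4 and 0.34 in FS5, and in the other T2 arrays it lay between 0.31 and 0.54. More than 2-fold deviations were found at 4358 probes in FS1, 5197 in FS2, 159 in FS3, 5339 in FS4 and 412 in FS5. The mean distance to the 5 FF arrays was 145.6 for FS1, 156.8 for FS2, 60.2 for FS3, 159.2 for FS4 and 70.2 for FS5. Clustering of the FS and FF testes on all probes, and on 1175 of the probes called with all groups in 1 fit, gave a cluster of FS1, FS2 and FS4 and a cluster of FS3, FS5 and the 5 FF testes. The fish are numbered here by the sample titles, and whether the paper's FS3 and FS5 are the same fish could not be checked.

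**Figure D3:**
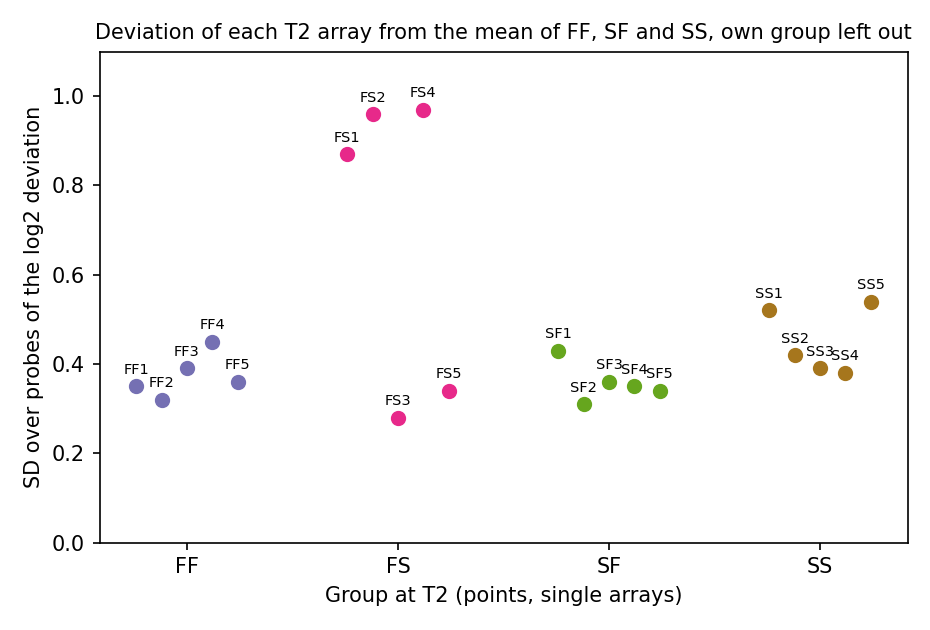
SD over probes of the log2 deviation (vertical axis) of each T2 array (points, named) from the mean of FF, SF and SS, with its own group left out. FS1, FS2 and FS4 lie at 0.87 to 0.97, and FS3 and FS5 at 0.28 and 0.34.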

The three most regulated GO terms in the BP category were related to metabolic processes, response to stimulus and developmental process in the upregulated GO terms while signaling was for the downregulated subcategory (Figure 2A and 2B, respectively).

DAVID analysis showed 37 clusters from the upregulated genes (enrichment scores from 3.66 to 0.07) and functions were mainly related to proteolysis, regulation of ubiquitin, proteasome and protein modifications processes. On the contrary, downregulated genes (37 clusters; enrichment score from 1.82 to 0.0) had functions mostly related to biosynthesis of phospho- and glycerolipids, anabolic processes and RNA processing and splicing. These DE genes were part of 56 affected pathways (41 upregulated and 15 downregulated; Table S13). Upregulated pathways were the most altered ones after filtering for high stringency and were related to pyrimidine metabolism (*P*<0.001), RNA polymerase (*P*<0.05), oxidative phosphorylation (*P*<0.05), terpenoid backbone biosynthesis (*P*<0.05), epithelial cell signaling (*P*<0.05), purine metabolism (*P*<0.05), glutathione metabolism (*P*<0.05), glycosylphophatidylinositol (GPI)-anchor biosynthesis (*P*<0.05). With this high stringency filtering criteria, only proteasome (*P*<0.001) and ubiquitin mediated proteolysis (*P*<0.05) appeared as being affected among the downregulated pathways.

The Fisher's Exact Test with Multiple Testing Correction of FDR of the most specific terms showed twelve biological processes, eight molecular functions and three cellular components that were over-represented when compared against our microarray as a background and were related to mitochondria and transport activity, while receptor activity was found under-represented (Table S14).

The protein-protein interaction analysis showed that proteins corresponding to both DE up- (four different clusters; Figure S1) and downregulated (ten different clusters; Figure S2) genes were enriched in interactions (*P*<0.001). Upregulated protein clusters were conformed by: 1) proteasome-related proteins (e.g., Psma, Cct6a, Skp1 or Ube2v2), 2) signaling and cholesterol storage-proteins (e.g., Dmd, Mtor or Lpl), 3) transcription regulator proteins (e.g., Max, Pdcd10 or Itgb4), and 4) mitochondrial membrane respiratory chain (e.g., Mt-co1, Mt-nd1 or Mt-nd4). Downregulated proteins clustered in ten different groups but containing a few proteins, with the most enriched ones playing a role in: 1) signaling and protein degradation (e.g., Mapk14, Htra2), 2) translation initiation and protein folding (e.g., Eif4g1, Pdfn1) or 3) transcription (e.g., Polr2h, Gtf3a).

### The effects of decelerating growth: Transcriptome of juvenile testes of growth-decelerated fish vs. sustained slow-growing fish (group FS vs. group SS comparison)

The analysis of testes from fish that suffered from a growth deceleration during the sex differentiating period (FS) compared to fish with a sustained slow growth (SS group) showed differences (*P*<0.001) in the final sex ratio (61.4% and 92.2%, respectively) and in the final growth (FS>SS for both SL and BW). These results were further corroborated by the large transcriptomic differences found (978 DE genes: 717 up and 261 downregulated genes; Table S15). 

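Between FS and SS, limma on these 2 groups called 0 of 24200 probes, with 6843 at an unadjusted p under 0.05, the most of the comparisons, and a smallest adjusted p of 0.0414. Array weights moved the count most, to 7832 calls (3966 higher in FS). The fit of all 6 groups gave 2254 calls, 1466 higher and 788 lower in FS, and Feature Extraction's processed signal scaled to the 75th percentile of each array gave 68, none of them higher in FS. Without SS1, 14 probes were called, without FS5 2, and without any other array 0. On simulated data with 200 probes changed 3-fold, the fit of FS and SS recovered 58.5% of them and the fit of all groups 83.0%, the latter with 74 unchanged probes called and the former with 5. No slide held both FS and SS arrays.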

Heatmap visualization of data (Figure 5C) showed that two fish from the FS group (FS3 and FS5) clustered with the SS fish.

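In the clustering of FS and SS testes on all probes, and on 2240 of the probes called with all groups in 1 fit, FS3 and FS5 fell with the 5 SS testes, and FS1, FS2 and FS4 formed the other cluster (numbered by the sample titles, which need not be the paper's numbers). The mean distance to the SS arrays was 148.9 for FS1, 163.6 for FS2, 78.9 for FS3, 163.9 for FS4 and 81.2 for FS5, and the mean distance to the other FS arrays was 98.3, 103.9, 129.4, 104.6 and 134.8, respectively.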

Analysis of the BP subcategories from the up- and downregulated GO terms (Figure 2A and 2B, respectively) showed how decelerating growth caused the highest changes in all subcategories. None of the genes from these GO terms of the FS vs. SS comparison coincided with those of the other decelerating comparison (FS vs. FF).

Further analysis of the data revealed that these 978 DE genes classified in 71 altered KEGG pathways (62 up- and nine downregulated), and were mostly related to RNA translation and elongation (Table S16). Moreover, clustering analysis of these genes with the highest stringency yielded 82 clusters for the up- and 48 clusters for the downregulated genes. The most enriched upregulated gene clusters were mainly related to the peroxisome, RNA splicing or nucleotide biosynthetic process, while the most enriched downregulated clusters were mostly related to protein catabolism processes, DNA modifications such as methylation, and response to nutrients.

A Fisher's Exact Test with multiple corrections for FDR of the most specific terms gave two BP, one MF and three CC GO terms that were over-represented when comparing to our custom microarray. These GO terms were mainly related to the ribosome structure and translation (Table S17). On the other hand, there was one GO term under-represented and related to the regulation of the immune system.

The highest representation of protein-protein interactions for this comparison (FS vs. SS) showed after a MLC clustering an enrichment in interactions (*P*<0.001), and presented six clusters for the upregulated proteins (Figure S3) related to: 1) ribosomal protein families (Rpl and Rps), 2) post-replication repair of damaged DNA and proteasome (e.g., Rad18 and Psm6, respectively), 3) response to stress (e.g., Tp53, Apex1, Ing1), 4) 60S ribosomal biogenesis and mRNA synthesis (e.g., Nop58, Nop16, Polr2f) and 5) respiratory chain (e.g., Ndufa1, Nduf53, Atp5g1). The twelve clusters for the downregulated proteins (Figure S4) were mainly related to: 1) regulation of metabolic pathways and chromosome stability (e.g., Csnk2b, Mapre1, Tubgcp2), 2) translation initiation (e.g., Eif4a2, Eif4e, Eif3d) and 3) regulation of cell responses (e.g., Prl, Irf1, Wipi1).

The comparison between fast- and slow-growing groups vs. the FS group, a group that shows high transcriptomic activity but still some transcriptomic similarities with both groups (FF and SS), showed 253 shared DE genes (Figure 6). These were mainly grouped by five main functions: positive regulation of ubiquitination, RNA splicing and mRNA processing, regulation of apoptosis, glycerolipid and phospholipid metabolic process, and regulation of phosphorylation. Among these common 253 DE genes, there were just five genes that showed an opposite pattern of expression: *atf4, prelid1, rps17, psma6* and *dmd*, which were more expressed in the F-derived groups (FF>FS>SS) and mainly related to the proteasome complex and ribosomal structure. 

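The comparisons with FF and with SS use the same 5 FS arrays, so chance deviations of these arrays enter both. Over all probes, the log2 changes of FS vs. FF and of FS vs. SS had a Pearson's r of 0.84 across probes, which are not independent replicates, and went the same way at 78.1%. In 20 simulations with unchanged groups set against the same arrays, r had a median of 0.68 (range 0.02 to 0.92) and was as high as the observed one in 6, and a median of 72.6% of probes went the same way. With limma on pairs of groups, no probe was called in either comparison, so the number of shared probes was 0. The fit of all 6 groups gave 710 shared probes, 570 higher and 140 lower in FS than in both other groups, and 0 that went opposite ways. In the simulations of that fit the number of shared probes had a median of 0 and reached 1820, and it was as high as the observed one in 1 of the 20. These are probes, with several for many genes, and not the annotated genes that the paper counted.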

Renin (*ren*) and prolactin (*prl*), two genes involved in the positive regulation of growth, growth hormone and G-protein coupled receptor signaling pathways as well as in male gonad development were downregulated in both comparisons (FS vs. SS and FF; Figure 6) with a low expression of these genes in the initial fast-growing groups. This inhibition was also observed in fish with forced accelerated growth when compared to the slow-growing fish (SF vs. SS). These results indicated that these pathways are inhibited when the food availability is altered. Regarding the signaling function, apart from *ren* and *prl*, there were four coincident genes with the same pattern of expression in both comparisons (FS vs. SS and FF). Two of them, *atf4* and *ppkp2*, were upregulated in the FS group and involved in unfolded protein response and cell-cell signaling, while the other two, *errb* and *fkbp14*, were downregulated in the FS group and involved in steroid hormone- mediated signaling pathway and also in unfolded protein response.

**Figure 6:**
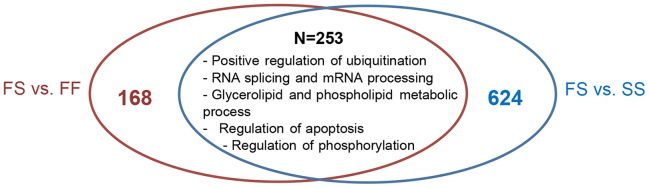
Venn diagram analysis of the DE genes by comparing (FS vs. FF) vs. (FS vs. SS). N represents the total number of common genes and the main categories in which genes are clustered.

## Discussion

The relationship between growth and sex has long been known for the European sea bass at the time of gonadal differentiation, where the largest fish are essentially all females whereas both sexes are found among the smallest fish, although males predominate. Early size-grading experiments (between 66–143 dph) have confirmed this [13], [15], [17] by obtaining ∼90% females among the largest selected fish. Moreover, in a previous study we found that altering growth rates during the sex differentiation period in both size-graded and non-size-graded populations did not alter the sex ratios [19]. Here, it is presented for the first time a microarray analysis of undifferentiated gonads from 4-month-old sea bass with opposite growing rates just after size-grading (T1), and on differentiated testis (11-month-old juveniles, T2). To the best of our knowledge, the question of whether naturally occurring differences in somatic growth are somehow translated in observed transcriptomic differences in the gonads during sex differentiation has never been explored in fish. Nevertheless, what could be called a related type of work was performed in mitten crabs [36], where it was separately analyzed the relationship between nutrition and reproduction, by examining the hepatopancreas and testes transcriptomes, respectively. Interestingly, and regardless the differences among experimental designs and the model organisms used, some traits found in the study with crabs, as the differential expression of some heat shock proteins, cell death suppressors, RNA-dependent DNA polymerases or controllers of splicing, were also found in our study. Similarly to what has been previously reported in fish liver and muscle transcriptomes [22], [24], [26], [52], it is then clear that the juvenile testis is also affected by changes in food supply. Interestingly, there are then common transcriptomic responses with the above mentioned tissues, but not with the brain transcriptomic responses [52].

### Fast growing vs. slow growing fish before the onset of SD

Differences between naturally fast- vs. slow-growing (F vs. S) European sea bass of the same family early in development (T1) were not reflected in major transcriptomic changes in their undifferentiated gonads since only 40 DE genes were found. Translation was an active process in F fish gonads since genes coding for ribosomal structure, protein translation and folding were highly expressed. Immune response (positive regulation of apoptosis) and reproduction-related pathways were upregulated, although the only gene directly related to reproduction, the tyrosine-protein kinase-like (*ptk*), which is associated with male gonad development function, is also present in other biological functions like cytoskeleton reorganization or cell proliferation. In contrast, gonads from fish that showed the slowest growth before size-grading (group S) were undergoing catabolism processes and protein recycling, since pathways related to negative regulation of growth, protein and amino acid catabolism, protein modification and fatty acid biosynthesis were highly expressed. The lack of abundance in reproduction-related genes among the DE genes present in the F vs. S comparison may be because the custom-made microarray used in this study was more enriched for immunology and growth-related terms rather than for reproduction related terms as it was based on the availability of the public sequences at the time. However, as can be seen in the results of this study, essentially most of the important genes related to sex differentiation found in this and other piscine species are present in this array, which ensures that it fulfills the requirements for such a type of study.

These results indicate that large intrafamily differences in somatic growth within a group of 4-month-old European sea bass due to natural variation are not necessarily translated in a large number of DE genes in their sexually undifferentiated gonads. This is relevant because occurs despite the fact that the groups made selecting the largest fish contain more future females than the groups made selecting the smallest fish, as shown before [13], [15], [17], and as evidenced by actual subsequent differences in the sex ratios of these groups, since the number of females in the F-derived groups was ∼40% while in the S-derived groups it was only ∼10% [19]. Thus, there is indeed a clear relationship between growth at the beginning of sex differentiation at 4 months and future sex ratio. Since prior to 4 months growth was not manipulated, growth and future sex can be related, but not food supply and future sex at 4 months. What is also not possible is to relate a given transcriptomic profile at the time of sex differentiation with future sex on an individual fish basis; that is impossible because in order to analyze the transcriptome the fish must be sacrificed. Changes at 4 months probably precede subsequent changes that would account for the differences in sex ratio between the F- and S-derived groups observed when juveniles.

### Effects of unrestricted growth on the juvenile testis transcriptome

Food intake is one of the main factors influencing growth rates in aquatic production [25] and food restriction is directly associated with reduced growth rates in fish including the European sea bass [19]. The lack of transcriptomic differences between the SF and FF groups highlights the balance between protein synthesis and degradation, i.e., protein turnover, as one of the most important active processes in the gonads. Protein turnover relies on proteins mainly obtained from the diet, since high protein contributions from diet or low protein turnover (catabolism) are translated into higher growth rates [53]. In fact, we found lower expression of genes related to catabolism in the accelerated growth group (SF) when compared to the group with sustained growth (FF). The genes related to protein turnover, together with genes involved in the immune system, were also downregulated in the juvenile testis, as it had been found before in the liver of Atlantic salmon (*Salmon salar*) fed with a supplemental diet [26], and it was suggested that this is so because they are involved in the regulation of the decrease in whole body metabolic demands, resulting in less energy wastage and an enhancement in growth performance [24].

Groups with unrestricted growth during the sex differentiation period (FF and SF) showed in common an increased expression of genes related to high protein translation and folding, mainly of proteins related to ribosome structure. This, together with the lack of histological differences between groups, shows how gonads from slow-growing fish can still recover after a period of slow growth if food supply is not a limiting factor thereafter. This is remarkable since it shows the plasticity of the gonads during the sex differentiation period to environmental effects, since fish present a capacity of exploiting a situation of food abundance and recover from initial slow growth.

### Effects of restricted food supply on the juvenile testis transcriptome

As also found in the Atlantic salmon liver [26] and white muscle transcriptome [24], [54] after food deprivation, protein synthesis and degradation decreased in European sea bass juvenile testes, since both processes are very demanding in terms of energy requirements [53]. It is known that defective or damaged proteins (proteolysis process) are constantly degraded by the proteasome following two main pathways: lysosome or ubiquitin-proteasome pathways [55], [56]. Our results show that in European sea bass gonads proteolysis was mainly achieved by the ubiquitin-proteasome pathway rather than the lysosome pathway, as described before in rainbow trout and gilthead sea bream, *Sparus aurata* [22], [54], [57], since we observed a larger representation of genes involved in the ubiquitin-proteasome pathway. The ubiquitin-proteasome pathway, mainly responsible for protein degradation, was downregulated in the group FS when compared to the group FF and contrasting with the SF and SS groups. Also, food supply restriction was accompanied by a downregulation of genes related to protein synthesis and degradation, and with the immune system, in agreement with previous observations made in the Atlantic salmon liver [26] and in white muscle [24] transcriptomes after food deprivation, although some genes of the complement system [58] were still upregulated. Moreover, a decrease in the lipoprotein levels, in transcription, in tRNA synthesis, and in protein synthesis and elongation in group FS, as a consequence of food deprivation, was coincident with previous results in fasted cod (*Gadus morhua*) as an energy-conserving mechanism [59], and is a common and strong downregulated response of the energy-generating processes in the adipose tissue [60]. This may be because during food deprivation hormonal signals such as growth hormone or insulin levels are translating food restriction signals into a protein turnover change by decreasing the protein synthesis and increasing catabolism [61] to save energy [1], [62].

Several studies in fish have analyzed the responses to starvation by measuring catch-up growth [63] or analyzing the effects on the muscle and liver transcriptomes [22], [64] but, to our knowledge, this is the first time that a similar study is performed in fish gonads. Two individuals from group FS (FS3 and FS5) clustered with individuals from the FF and SS groups, showing transcriptome similarities. This suggest that these FS fish still conserved some traits of the pre-T1 period but also traits related to the T1–T2 period when food supply was reduced, reflecting the existence of an adaptation to sudden feeding changes [1]. Most of these changes were related to protein turnover. This may be due to the adaptive capacity of fish to sense environmental fluctuations that in turn drive changes in their metabolism, since protein turnover is a highly energy-demanding process [24], [53].

The comparison of groups FS vs. FF or SS evidenced some common features of expression where processes such as apoptosis, ubiquitin catabolism, peroxisome, kinase activity or regulation of cellular growth were increased. On the other hand, processes such as proteolysis, regulation of protein modifications, RNA processing, regulation of transcription factors, chromatin assembly, response to nutrients or gamete generation and reproduction were decreased, opposite to what has been found for sea bream heart transcriptome, where transcription was enhanced and transcription inhibitors downregulated [22]. These observations indicate that FS fish had to cope with the dramatic reduction of food intake by saving energy at different levels [1], [19], [24], [26]. This is also supported by the fact that pathways related to metabolism such as lipid mobilization, or purine and pyrimidine metabolism were upregulated, as well as the pathways related to stress response such as the mTOR signaling pathway, which is involved in DNA damage and nutrient deprivation. In contrast, amino acid metabolism, xenobiotic removal or glucose metabolism were downregulated when comparing the FS to the FF and SS groups, showing how the naturally fast-growing fish fed with a non-restrictive diet and later subjected to food restriction did not obtain enough dietary energy and therefore had to start mobilizing lipids and activating gluconeogenesis. Moreover, in agreement with what has been found in both white and red muscle of gilthead sea bream under food restriction [22], mitochondria and ATP transport GO terms were enriched in juvenile testes, a fact that has been proposed as a link between food restriction and stress response mediated by cortisol [22].

No matter which one of the extreme groups the FS group was compared to, processes related to translation and protein regulation such as unfolded protein response, proteasome and postregulation of damaged DNA were highly active. Moreover, processes such as translation initiation, protein folding, transcription and cell-cell signaling were also taking place. Together, these results indicated that although food was scarce and growth was decelerated the transcriptional and the translational machineries of the testis were still active in the FS group. Furthermore, the steroid biosynthesis pathway was downregulated in the FS group when compared to the SF and SS groups, suggesting that the adaptation to the growth decrease could be affecting the energy dedicated to future gonad maturation, although without apparent major consequences, since there were no histological differences when fish were sampled. Reproduction-related processes such as steroid biosynthesis, steroid hormone-mediated signaling and cholesterol storage were affected by growth deceleration, since they were downregulated in the FS group when compared to FF group. However, the FS group showed an increase in GO terms related to spermatogenesis/male gamete generation. This suggests that the FS fish, although being the most different group from a transcriptomic point of view due to food restriction during the sex differentiation period, were still allocating some of the energy in preparation for gonad maturation, which in farmed European sea bass takes place during the second year of life.

## Conclusions

To the best of our knowledge, this is the first study evaluating the effects of different growth rates on gonadal development in fish with a transcriptomic approach.

The transcriptome of sexually-undifferentiated gonads was not drastically affected by initial natural differences in growth rates (fish from the opposite sides of the normal distribution curve). In addition, regardless the maturation status of the gonad (T1 and T2), as it has also been shown previously for liver and muscle, the slow-growing fish transcriptome showed an altered protein turnover with a higher catabolism, represented by a reduction in transcription and translation, a decreased immunological response, and a metabolism based on lipids and gluconeogenesis. On the other hand, the transcriptome of fast-growing fish reflects an enhancement of anabolic processes such as transcription, translation, protein synthesis and elongation and a metabolism based on glucose.

In differentiated juvenile gonads, the highest effects on the testis transcriptome were observed when forcing a naturally fast-growing fish to decelerate its growth through food restriction, since those fish showed high transcriptomic differences when compared to the sustained fast-growing fish and even more differences when compared to the fish with sustained slow-grow. These results suggest that food availability during the sex differentiation period is indeed able to modulate the testis transcriptome.

Interestingly, individuals with an initial slow grow but later with an accelerated growth due to increased food supply during sex differentiation showed a recovered transcriptome. These results suggest that fish are able to recover transcriptionally their testes if they are provided with enough food supply during the sex differentiation period. Nevertheless, the opposite is not true, since a natural initial fast growth does not ensure any advantage in terms of transcriptional fitness if later food becomes scarce. These results have implications for natural fish populations subjected to fluctuating food supply in a scenario of global change, as well as for populations or a part thereof of farmed fish under suboptimal feeding regimes, since they provide information on the possible consequences that these situations may have for the reproductive physiology of fish.

## Supporting Information

Figure S1 **Protein-protein predicted confidence interactions for the FS vs. FS group comparison.** The interactions of 266 proteins from the upregulated DE genes are shown. The expected and observed interactions are shown with the significance level.
(TIF) Click here for additional data file.

Figure S2 **Protein-protein predicted confidence interactions for the FS vs. FF group comparison.** The interactions of 129 proteins from the downregulated DE genes are shown. The expected and observed interactions are shown with the significance level.
(TIF) Click here for additional data file.

Figure S3 **Protein-protein predicted confidence interactions for the FS vs. SS group comparison.** The interactions of 602 proteins from the upregulated DE genes are shown. The expected and observed interactions are shown with the significance level.
(TIF) Click here for additional data file.

Figure S4 **Protein-protein predicted confidence interactions for the FS vs. SS group comparison.** The interactions of 206 proteins from the downregulated DE genes are shown. The expected and observed interactions are shown with the significance level.
(TIF) Click here for additional data file.

Table S1 Biometric data of the individuals used for the transcriptomic analysis.
(DOCX) Click here for additional data file.

Table S2 Quantitative RT-PCR primer characteristics.
(DOCX) Click here for additional data file.

Table S3 List of the number of GO terms found for each category for all the comparisons studied.
(DOCX) Click here for additional data file.

Table S4 DE gene list for the F vs. S group comparison.
(DOCX) Click here for additional data file.

Table S5 Affected KEGG pathways in the F vs. S group comparison.
(DOCX) Click here for additional data file.

Table S6 DE gene list for the FF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S7 Affected KEGG pathways in the FF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S8 Two-tails Fisher's exact test with Multiple Testing Corrections of FDR results for the FF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S9 DE gene list for the SF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S10 Affected KEGG pathways in the SF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S11 Two-tails Fisher's exact test with Multiple Testing Corrections of FDR results for the SF vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S12 DE gene list for the FS vs FF group comparison.
(DOCX) Click here for additional data file.

Table S13 Affected KEGG pathways in the FS vs. FF group comparison.
(DOCX) Click here for additional data file.

Table S14 Two-tails Fisher's exact test with Multiple Testing Corrections for FDR results for the FS vs. FF group comparison.
(DOCX) Click here for additional data file.

Table S15 DE gene list for the FS vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S16 Affected KEGG pathways in the FS vs. SS group comparison.
(DOCX) Click here for additional data file.

Table S17 Two-tails Fisher's exact test with Multiple Testing Correction for FDR results for the FS vs. SS group comparison.
(DOCX) Click here for additional data file.

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S1 — Biometric data of the individuals used for the transcriptomic analysis.

Supplementary Table 1. Biometric data of the individuals used for the transcriptomic analysis

|  | N | SL (cm) | BW (g) |
| --- | --- | --- | --- |
| *Time 1* |  |  |  |
| Group F | 7 | 4.9±0.218** | 1.93±0.279 |
| Group S | 8 | 3.6±0.043 | 0.70±0.029 |
|  |  |  |  |
| *Time 2* |  |  |  |
| Group FF | 5 | 15.06±0.730^a^ | 60.20±4.609^a^ |
| Group SF | 5 | 13.56±0.256^ab^ | 45.07±2.134^b^ |
| Group FS | 5 | 14.14±0.564^a^ | 40.24±2.370^b^ |
| Group SS | 5 | 12.26±0.244^b^ | 28.07±1.105^c^ |

*Statistical differences (P<0.01) between Time 1 groups after runing a t-test.

Different letters mark statistical differences among Time 2 groups by an ANOVA analysis. Note that Group S BW did not follow a normal distribution and had to be log transformed prior to statistical analysis.

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S2 — Quantitative RT-PCR primer characteristics.

Supplementary Table 2. Quantitative RT-PCR primer characteristics

| Comparison | Genes | Gene abbrev. | Primer name | Primer sequence (5’→3’) | Efficiency (E) | R^2^ | Fold change | adjusted *P*-value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |
| F vs. S | filamin-A | *Flna* | flna-Fw | GTGCTCCAGGTCTGTGTCCT | 1.96 | 0.96 | 2.849 | 0.004 |
|  |  |  | flna-Rev | TTGGGGTCAACGATCTCTTC |  |  |  |  |
|  | tetraspanin 1 | *tspan1* | tspan1-Fw | CAAATCCTGGAGACCCTCAA | 1.8 | 0.96 | -5.899 | 0.007 |
|  |  |  | tspan1-Rev | GTCCAGGTGGCAGTACAGGT |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
| FF vs. SS | T-complex protein 1 subunit zeta | *cct6a* | cct6a-Fw | TTACTTCGCTGGTTGTGCTG | 2.14 | 0.97 | 2.335 | 0.001 |
|  |  |  | cct6a-Rev | CGGTCCCAGGTTACTTTTCA |  |  |  |  |
|  | 40S ribosomal protein S15 | *rps15* | rps15-Fw | TGGCGGATACCGAGATTAAG | 2,00 | 0.99 | -13.276 | 0.000 |
|  |  |  | rps15-Rev | CTGCATCAGCTGCTCATAGG |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
| FSvs. FF | fatty acid-binding protein, heart | *fabp3* | fabp3-Fw | CCACCACCATCATCTCAGTG | 2.03 | 0.97 | 15.341 | 0.007 |
|  |  |  | fabp3-Rev | CGTCAAACTCCTCTCCAAGC |  |  |  |  |
|  | geranylgeranyl pyrophosphate synthase | *ggps1* | ggps1-Fw | TCAAACAGCTCAGCCAAATG | 2.03 | 0.97 | -11.577 | 0.006 |
|  |  |  | ggps1-Rev | TGTTTTAGCGGAGTGTGCAG |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
| SF vs. SS | ribosomal protein L9 | *rpl9* | rpl19-Fw | CGTCCTTCCTTCCTCCTTTC | 2.2 | 0.92 | 2.606 | 0.001 |
|  |  |  | rpl19-Rev | CACAATACTGTCCGCACCTG |  |  |  |  |
|  | propionyl-CoA carboxylase alpha chain, mitochondrial | *Pcca* | pcca-Fw | CACACAGGCTCTCTCCATCA | 1.96 | 0.98 | -14.035 | 2.452 |
|  |  |  | pcca-Rev | TGGTGTTGTAGACGGTGGAA |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
| FS vs. SS | carbonic anhydrase | *ca1* | ca1-Fw | TGCCATAGTTGCTAACGCAC | 1.97 | 0.98 | 36.701 | 0.004 |
|  |  |  | ca1-Rev | CTCATGGGACAGCCCTAACA |  |  |  |  |
|  | 1-acyl-sn-glycerol-3-phosphate acyltransferase epsilon | *agpat5* | agpat5-Fw | GCTGACTGGATCATTGCTGA | 1.95 | 0.97 | -13.376 | 7.796 |
|  |  |  | agpat5-Rev | TCCTCCGTGCTGAGAGAAAT |  |  |  |  |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S3 — List of the number of GO terms found for each category for all the comparisons studied.

Supplementary Table 3. List of number of GO terms found for each category for all the comparisons studied.

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S4 — DE gene list for the F vs. S group comparison.

Supplementary Table 4. Differentially expressed gene list. Fast versus Slow comparison

| Description | Gene symbol | Fold change | Adjusted *P*-value |
| --- | --- | --- | --- |
| protein kinase ORF73 | *orf73* | 2.859 | 0.007 |
| filamin-A | *flna* | 2.849 | 0.004 |
| arachidonate 12-lipoxygenase | *alox12* | 2.407 | 0.002 |
| Gelsolin | *gsn* | 2.192 | 0.010 |
| hypothetical YFW family protein 1 | *yfw1* | 2.106 | 0.003 |
| clathrin heavy chain | *chcA* | 2.051 | 0.006 |
| mesoderm development candidate 1 | *mesdc1* | 1.874 | 0.002 |
| nucleolar protein 56 | *nop56* | 1.830 | 0.009 |
| interleukin enhancer-binding factor 3 | *ilf3* | 1.798 | 0.002 |
| nucleolar protein 58 | *nop58* | 1.788 | 0.006 |
| chemokine CXC-like protein | *cxc* | 1.784 | 0.006 |
| tyrosine-protein kinase Blk | *blk* | 1.756 | 0.002 |
| pre-mRNA processing factor 4 homolog | *prpf4* | 1.716 | 0.009 |
| protein-tyrosine sulfotransferase 1 | *tpst1* | 1.656 | 0.002 |
| hypoxia-inducible factor | *hif* | 1.640 | 0.007 |
| band 4.1-like protein 1 | *epb41l1* | 1.614 | 0.007 |
| nucleolar complex associated 2 homolog | *noc2l* | 1.597 | 0.008 |
| apoptosis-stimulating protein of p53 protein 2 | *tp53bp2* | 1.594 | 0.008 |
| transcription initiation factor TFIID subunit 3 | *taf3* | 1.519 | 0.008 |
| formin-like protein 1 | *fmnl1* | 1.518 | 0.008 |
| high affinity copper uptake protein 1 | *slc31a1* | -1.512 | 0.007 |
| transmembrane protein 150A | *tmem150a* | -1.555 | 0.008 |
| unknown protein |  | -1.588 | 0.008 |
| isoavaleryl-CoA dehydrogenase, mitochondrial | *ivd* | -1.589 | 0.007 |
| oxysterol-binding protein 1 | *osbp* | -1.627 | 0.007 |
| unknown protein |  | -1.806 | 0.008 |
| iron-sulfur cluster assembly enzyme ISCU, mit. | *iscu* | -1.816 | 0.008 |
| golgi pH regulator B | *gpr89b* | -1.829 | 0.008 |
| 2-oxoisovalerate dehydrogenase subunit alpha, mit. | *bckdha* | -1.873 | 0.008 |
| adrenomedullin-1 | *adm1* | -1.891 | 0.008 |
| Somatotropin | *gh* | -1.965 | 0.007 |
| CD151 antigen | *cd151* | -1.982 | 0.004 |
| calcipressin-1 | *rcan1* | -1.986 | 0.006 |
| glutathione S-transferase kappa 1 | *gstk1* | -2.002 | 0.007 |
| cytochrome b-c1 complex subunit 2, mitochondrial | *uqcrc2* | -2.042 | 0.008 |
| electron transfer flavoprotein subunit alpha, mit. | *etfa* | -2.076 | 0.008 |
| 3-hydroxybutyrate dehydrogenase type 2 | *bdh2* | -2.097 | 0.008 |
| unknown protein |  | -2.148 | 0.008 |
| RNA, 28S Ribosomal 1 | *rna28s1* | -2.165 | 0.004 |
| tetraspanin 1 | *tspan1* | -5.899 | 0.007 |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S5 — Affected KEGG pathways in the F vs. S group comparison.

Supplementary Table 5. Affected KEGG pathways for F vs. S comparison

| Pathways | # Sequences | # Enzymes | up/down |
| --- | --- | --- | --- |
| Alpha-Linolenic acid metabolism | 1 | 1 | down |
| Butanoate metabolism | 1 | 1 | up |
| Drug metabolism-cytochrome P450 | 1 | 1 | up |
| Glutathione metabolism | 1 | 2 | up |
| Linoleic acid metabolism | 1 | 1 | down |
| Metabolism of xenobiotics by cytochrome P450 | 1 | 1 | up |
| Synthesis and degradation of ketone bodies | 1 | 1 | up |
| T cell receptor signaling pathway | 1 | 1 | down |
| Valine, leucine and isoleucine degradation | 1 | 1 | up |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S6 — DE gene list for the FF vs. SS group comparison.

Supplementary Table 6. A detailed list of the DE genes for the FF versus SS comparison

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S7 — Affected KEGG pathways in the FF vs. SS group comparison.

Supplementary Table 7. Affected KEGG pathways for FF vs. SS comparison

| Pathways | # Sequences | # Enzymes | up/down |
| --- | --- | --- | --- |
| Cysteine and methionin metabolism | 1 | 1 | down |
| Drug metabolism-cytochrom P450 | 1 | 1 | up |
| Fatty acid biosynthesis | 1 | 1 | down |
| Glutathione metabolism | 1 | 1 | up |
| Glyoxylate and dicarboxylate metabolism | 1 | 1 | down |
| Inositol phosphate metabolism | 1 | 1 | down |
| Metabolism of xenobiotics by cytochrome P450 | 1 | 1 | up |
| Phosphatidylinositol signaling system | 1 | 1 | down |
| Propanoate metabolism | 1 | 1 | down |
| Purine metabolism | 1 | 1 | down |
| Pyrimidine metabolism | 1 | 1 | down |
| Valine, leucine and isoleucine degradation | 1 | 1 | down |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S8 — Two-tails Fisher's exact test with Multiple Testing Corrections of FDR results for the FF vs. SS group comparison.

Supplementary Table 8. Two-tails Fisher’s exact test with multiple testing corrections of FDR results for the FF versus SS comparison

| GO Term | Name | Type | FDR | single test *P*-value | # in test group | # in reference group | over/  under |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| [GO:0003735](FisherInfo:GO:0003735) | structural constituent of ribosome | MF | 6,40E-13 | 5,80E-17 | 22 | 154 | over |
| [GO:0006415](FisherInfo:GO:0006415) | translational termination | BP | 1,80E-09 | 1,30E-12 | 12 | 43 | over |
| [GO:0006614](FisherInfo:GO:0006614) | SRP-dependent cotranslational protein targeting to membrane | BP | 1,90E-08 | 2,20E-11 | 12 | 57 | over |
| [GO:0000184](FisherInfo:GO:0000184) | nuclear-transcribed mRNA catabolic process, nonsense-mediated decay | BP | 2,30E-08 | 3,20E-11 | 12 | 59 | over |
| [GO:0006414](FisherInfo:GO:0006414) | translational elongation | BP | 2,10E-07 | 5,00E-10 | 12 | 77 | over |
| [GO:0019083](FisherInfo:GO:0019083) | viral transcription | BP | 2,10E-07 | 5,10E-10 | 11 | 59 | over |
| [GO:0022627](FisherInfo:GO:0022627) | cytosolic small ribosomal subunit | CC | 1,70E-06 | 4,60E-09 | 8 | 26 | over |
| [GO:0022625](FisherInfo:GO:0022625) | cytosolic large ribosomal subunit | CC | 1,10E-05 | 3,30E-08 | 8 | 35 | over |
| [GO:0006413](FisherInfo:GO:0006413) | translational initiation | BP | 1,60E-04 | 6,00E-07 | 11 | 125 | over |
| [GO:0000028](FisherInfo:GO:0000028) | ribosomal small subunit assembly | BP | 5,80E-03 | 3,30E-05 | 3 | 3 | over |
| [GO:0030490](FisherInfo:GO:0030490) | maturation of SSU-rRNA | BP | 1,40E-02 | 9,10E-05 | 3 | 5 | over |
| [GO:0005234](FisherInfo:GO:0005234) | extracellular-glutamate-gated ion channel activity | MF | 2,20E-02 | 1,40E-04 | 2 | 0 | over |
| [GO:0022624](FisherInfo:GO:0022624) | proteasome accessory complex | CC | 2,80E-02 | 1,90E-04 | 3 | 7 | over |
| [GO:0003723](FisherInfo:GO:0003723) | RNA binding | MF | 4,80E-02 | 3,40E-04 | 16 | 494 | over |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S9 — DE gene list for the SF vs. SS group comparison.

Supplementary Table 9. DE genes from SF versus SS comparison

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S10 — Affected KEGG pathways in the SF vs. SS group comparison.

Supplementary Table 10. KEGG pathways of SF versus SS comparison

| Pathways | # Sequences | # Enzymes | up/down |
| --- | --- | --- | --- |
| Arginine and proline metabolism | 1 | 2 | down |
| Biosynthesis of vancomycin group antibiotics | 1 | 1 | down |
| Cysteine and methionine metabolism | 1 | 1 | down |
| Drug metabolism-cytochrome P450 | 1 | 1 | up |
| Fatty acid biosynthesis | 1 | 1 | down |
| Glutathione metabolism | 1 | 1 | up |
| Glycerolipid metabolism | 1 | 1 | down |
| Glycerophospholipid metabolism | 1 | 1 | down |
| Glyoxylate and dicarboxylate metabolism | 1 | 1 | down |
| Metabolism of xenobiotics by cytochrome P450 | 1 | 1 | up |
| Polyketide sugar unit biosynthesis | 1 | 1 | down |
| Propanoate metabolism | 1 | 1 | down |
| Sphingolipid metabolism | 1 | 1 | down |
| Streptomycin biosynthesis | 1 | 1 | down |
| Valine, leucine and isoleucine degradation | 1 | 1 | down |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S11 — Two-tails Fisher's exact test with Multiple Testing Corrections of FDR results for the SF vs. SS group comparison.

Supplementary Table 11. Fisher’s Exact Test with Multiple Corrections for FDR for SF vs. SS comparison

| GO Term | Name | Type | FDR | single test *P*-value | # in test group | # in reference group | Over/ |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | Under |
| [GO:0003735](FisherInfo:GO:0003735) | structural constituent of ribosome | MF | 3,40E-08 | 6,20E-12 | 14 | 162 | over |
| [GO:0022627](FisherInfo:GO:0022627) | cytosolic small ribosomal subunit | CC | 3,40E-06 | 2,10E-09 | 7 | 27 | over |
| [GO:0006415](FisherInfo:GO:0006415) | translational termination | BP | 6,70E-05 | 7,30E-08 | 7 | 48 | over |
| [GO:0006414](FisherInfo:GO:0006414) | translational elongation | BP | 9,90E-05 | 1,30E-07 | 8 | 81 | over |
| [GO:0006614](FisherInfo:GO:0006614) | SRP-dependent cotranslational protein targeting to membrane | BP | 2,00E-04 | 3,60E-07 | 7 | 62 | over |
| [GO:0019083](FisherInfo:GO:0019083) | viral transcription | BP | 2,00E-04 | 4,00E-07 | 7 | 63 | over |
| [GO:0000184](FisherInfo:GO:0000184) | nuclear-transcribed mRNA catabolic process, nonsense-mediated decay | BP | 2,00E-04 | 4,40E-07 | 7 | 64 | over |
| [GO:0000028](FisherInfo:GO:0000028) | ribosomal small subunit assembly | BP | 2,20E-03 | 5,90E-06 | 3 | 3 | over |
| [GO:0030490](FisherInfo:GO:0030490) | maturation of SSU-rRNA | BP | 4,70E-03 | 1,60E-05 | 3 | 5 | over |
| [GO:0006413](FisherInfo:GO:0006413) | translational initiation | BP | 9,00E-03 | 3,40E-05 | 7 | 129 | over |
| [GO:0005234](FisherInfo:GO:0005234) | extracellular-glutamate-gated ion channel activity | MF | 1,10E-02 | 4,60E-05 | 2 | 0 | over |
| [GO:0004970](FisherInfo:GO:0004970) | ionotropic glutamate receptor activity | MF | 2,70E-02 | 1,40E-04 | 2 | 1 | over |
| [GO:0022625](FisherInfo:GO:0022625) | cytosolic large ribosomal subunit | CC | 3,80E-02 | 2,00E-04 | 4 | 39 | over |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S12 — DE gene list for the FS vs FF group comparison.

Supplementary Table 12. DE genes for comparison FS versus FF

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S13 — Affected KEGG pathways in the FS vs. FF group comparison.

Supplementary Table 13. KEGG pathways from FS versus FFcomparison

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S14 — Two-tails Fisher's exact test with Multiple Testing Corrections for FDR results for the FS vs. FF group comparison.

Supplementary Table 14. Fisher’s Exact Test with Multiple Corrections for FDR for FS vs. FF comparison

| GO Term | Name | Type | FDR | single test p-Value | # in test group | # in reference group | Over/ |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | Under |
| [GO:0005739](FisherInfo:GO:0005739) | Mitochondrion | CC | 1,60E-02 | 2,40E-05 | 79 | 852 | over |
| [GO:0000786](FisherInfo:GO:0000786) | Nucleosome | CC | 2,20E-02 | 4,30E-05 | 8 | 18 | over |
| [GO:0005730](FisherInfo:GO:0005730) | Nucleolus | CC | 2,80E-02 | 6,90E-05 | 47 | 442 | over |
| [GO:0004872](FisherInfo:GO:0004872) | receptor activity | MF | 2,80E-02 | 7,40E-05 | 3 | 300 | under |
| [GO:0010467](FisherInfo:GO:0010467) | gene expression | BP | 2,80E-02 | 1,10E-04 | 115 | 1435 | over |
| [GO:0010604](FisherInfo:GO:0010604) | positive regulation of macromolecule metabolic process | BP | 2,80E-02 | 1,50E-04 | 50 | 494 | over |
| [GO:0051724](FisherInfo:GO:0051724) | NAD transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0005347](FisherInfo:GO:0005347) | ATP transmembrane transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0051018](FisherInfo:GO:0051018) | protein kinase A binding | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0043132](FisherInfo:GO:0043132) | NAD transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0015867](FisherInfo:GO:0015867) | ATP transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0015866](FisherInfo:GO:0015866) | ADP transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0035350](FisherInfo:GO:0035350) | FAD transmembrane transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0035349](FisherInfo:GO:0035349) | coenzyme A transmembrane transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0014911](FisherInfo:GO:0014911) | positive regulation of smooth muscle cell migration | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0015230](FisherInfo:GO:0015230) | FAD transmembrane transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0015228](FisherInfo:GO:0015228) | coenzyme A transmembrane transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0015217](FisherInfo:GO:0015217) | ADP transmembrane transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0080122](FisherInfo:GO:0080122) | AMP transmembrane transporter activity | MF | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0080121](FisherInfo:GO:0080121) | AMP transport | BP | 2,80E-02 | 1,50E-04 | 3 | 0 | over |
| [GO:0031325](FisherInfo:GO:0031325) | positive regulation of cellular metabolic process | BP | 2,90E-02 | 1,60E-04 | 50 | 498 | over |
| [GO:0034645](FisherInfo:GO:0034645) | cellular macromolecule biosynthetic process | BP | 3,60E-02 | 2,10E-04 | 108 | 1348 | over |
| [GO:0006334](FisherInfo:GO:0006334) | nucleosome assembly | BP | 4,80E-02 | 3,10E-04 | 10 | 41 | over |

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S15 — DE gene list for the FS vs. SS group comparison.

Supplementary Table 15. DE genes from the comparison FS vs. SS

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S16 — Affected KEGG pathways in the FS vs. SS group comparison.

Supplementary Table 16. KEGG pathways for the FS versus SS comparison

# Supplementary material for: Effects of Changes in Food Supply at the Time of Sex Differentiation on the Gonadal Transcriptome of Juvenile Fish. Implications for Natural and Farmed Populations
**Source:** PLoS One. 2014 Oct 23;9(10):e111304. doi: 10.1371/journal.pone.0111304
**Supplement:** Table S17 — Two-tails Fisher's exact test with Multiple Testing Correction for FDR results for the FS vs. SS group comparison.

Supplementary Table 17. Fisher’s Exact Test with Multiple Correction for FDR for FS versus SS comparison

| GO Term | Name | Type | FDR | single test p-Value | # in test group | # in reference group | Over/ |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | Under |
| [GO:0005840](FisherInfo:GO:0005840) | Ribosome | CC | 6,50E-06 | 2,60E-09 | 73 | 245 | over |
| [GO:0003735](FisherInfo:GO:0003735) | structural constituent of ribosome | MF | 4,90E-05 | 4,90E-08 | 46 | 130 | over |
| [GO:0006412](FisherInfo:GO:0006412) | Translation | BP | 1,00E-03 | 1,70E-06 | 78 | 324 | over |
| [GO:0005739](FisherInfo:GO:0005739) | Mitochondrion | CC | 1,20E-03 | 2,10E-06 | 152 | 779 | over |
| [GO:0000028](FisherInfo:GO:0000028) | ribosomal small subunit assembly | BP | 1,20E-03 | 2,20E-06 | 6 | 0 | over |
| [GO:0002682](FisherInfo:GO:0002682) | regulation of immune system process | BP | 1,60E-02 | 4,50E-05 | 6 | 184 | under |
| [GO:0005730](FisherInfo:GO:0005730) | Nucleolus | CC | 5,00E-02 | 1,70E-04 | 83 | 406 | over |

How the deposited data were processed for this re-analysis (not part of the article)

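Gonads of 35 European sea bass were measured, each on a custom 1-colour Agilent array. The groups followed the sample labels and the paper: F (7 fish) and S (8 fish) at T1, and FF, FS, SF and SS (5 fish each) at T2. The labels and the paper both give 133 days for T1, and for T2 the paper gives 337 dph and the labels 332 days post fertilization. Arrays are numbered by the sample titles. At T2 the names of the deposited files carry other numbers, so a match with fish that the paper names by number is not certain. No array was left out, and no 2 arrays held identical values (highest correlation between arrays 0.989).

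The authors deposited the scanner output of each array, made with Agilent's Feature Extraction software, in which the intensity of a spot and of its local background are on a linear scale and not normalized between arrays. The authors also deposited a matrix of log2 values, 1 row per probe with control probes included (24260 values per array, between 5.71 and 18.66). For the array data the paper's methods give normexp background correction and quantile normalization. The scanner output gives the median and not the mean brightness of each spot, so the median was used in place of the mean that had been planned.

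From the scanner output, the intensities were corrected by normexp (offset 50) on foreground and local background, control spots were left out, the sea bass spots of all 35 arrays were quantile normalized together, and values were taken to log2. Flagged spots (2763 over all arrays) were left out, no spot was saturated, and the remaining spots of a probe were summarised by their median. Of the 24200 sea bass probes, 5321 had 1 spot, 18825 (77.8%) had 2 and 54 had 15 or 16. A spot was reliable when its foreground was at least 2 times the background and it was neither saturated nor flagged, and a probe entered a test when at least 50% of its spots were reliable on at least 50% of the arrays of at least 1 group compared. This removed no probe, since at least 99.8% of probes were reliable on every array. On 6 arrays the fitted mean of the normexp background was strongly negative (-826.3 on FS4, for example), and the correction on the foreground alone was therefore added as another setting.

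Differential expression was tested with lmFit and eBayes of limma 3.58.1 (R 4.3.3, data.table 1.17.8), with the pair of groups compared and no covariate, at an absolute fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.01, the thresholds of the paper. For SF vs. FF the thresholds 1.2 and 0.05 were also used, as in the paper. The paper's text does not name whether all groups shared a fit, and the fit of all 6 groups was an alternative. Whether restricted food acted differently in initially fast and slow fish was tested by the contrast (FS minus FF) minus (SS minus SF) on the 20 T2 arrays. Distances between group means were tested by exact permutation. Principal components were computed on group means without scaling, and clusters by average linkage on 1 minus Pearson's r. The spike-in level of an array is the mean log2 signal of its 10 spike-in probes (320 spots) minus the 75th percentile of the array. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

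The files carry no gene names, and none of the 24200 probe names matched the RefSeq table of 30274 genes, so the tests of ribosomal protein and proteasome genes that had been planned could not be run, and the genes the paper names are not described. Under the rule set for this case, at most 2 probes that rose and 2 that fell are given, by identifier, with the largest changes among called probes. For the same reason the planned summary of 1 value per gene name was replaced by 1 value per target sequence. A probe that was not well above background on any array of a group is given a bound and no fold change.

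The steps were tested on simulated data, with 200 of 24035 probes changed 3-fold among arrays with the measured spread. The noise was drawn independently for each probe and array, and no smaller number of changed probes was simulated. The fits of pairs of groups recovered 89.5% for F vs. S, 84.5% for FF vs. SS, 73.5% for FS vs. FF, 77.5% for SF vs. SS, 74.0% for SF vs. FS, 84.0% for SF vs. FF and 58.5% for FS vs. SS.

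The brightness of the arrays limits the precision. The median signal of an array was 112.5 to 285 at T1 and 178 to 752 at T2, against a median background of 16 to 23, and the median share of spots well above background was 64.4% at T1 and 79.8% at T2.

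The alternatives were Feature Extraction's processed signal scaled to the 75th percentile, a normexp offset of 0, T1 and T2 normalized separately, the authors' matrix, other filters on dim probes, the mean of the spots, the fit of all 6 groups, array weights, slide as a random or a fixed block, the replicate number as a block, and each array left out in turn. Further settings, chosen after the data were seen, were control spots kept in the quantile normalization, normexp on the foreground alone, a filter on spots well above background, only probes with a value on every array, scan day as a block, the second scan day alone, the slide as a fixed block in comparisons other than F vs. S, and combinations of these with the fit of all groups.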

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

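The tests of the labelling batch, of the spike-in RNA by its level within SS and of the 2 probes against the spike-in signal were chosen after the result was seen, and the tests of other divisions of the arrays and of other probes of the same targets before.

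In each group, 9 measures per array were looked at for an array far from the others, 54 tests in all, and 4 passed the limit, where chance gives about 1 in 20, or 2.7. F6 had 105 flagged spots, and the other F arrays had 75 to 87. F7 had a mean correlation of 0.881 with the other F arrays, against 0.928 to 0.940. FF2 had a median background of 21, against 16 to 17 on the other FF arrays, and was the FF array scanned on the second day. SF1 had a score of -6.1 on component 3, against 0.7 to 2.2. With a number so near that of chance, no explanation was tested for them, technical or biological, and leaving out F6 or F7 left the count of F vs. S at 0.

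The effect of restricted food differed between initially fast and slow fish at 2 probes, by the contrast (FS minus FF) minus (SS minus SF) in limma, with 5268 probes at an unadjusted p under 0.05. These were CUST_5748_PI415922062 (adjusted p = 0.00257), at least 20.8-fold higher in SS than in FF and FS, and CUST_4179_PI415922062 (adjusted p = 0.00333), at least 13.1-fold higher in SS than in FF, FS and SF. All 5 SS arrays lay above all other T2 arrays at both. Over the other settings the adjusted p ran from 6.32e-08 to 0.0139 for the first probe and from 1.51e-07 to 0.0166 for the second. Of 100 divisions of the T2 arrays, 3 gave at least 2 calls, the real one included, and the highest of the others gave 683. These divisions shuffled the labels of all T2 groups, so the share speaks only to no difference among these groups at all. It cannot exclude chance for an interaction, and it was not adjusted for the number of comparisons. The count was 65 without SS1, 10 without SS5, 6 without FS5 and 0 with the slide as a random block. In both probes the contrast rests on SS, with 11.63 ± 1.13 and 10.86 ± 1.08 (SD, n = 5), since the probes were not well above background on any FF or FS array, and in SF the first was on 2 arrays and the second on 0, so the changes are given as bounds and the p-values rest on levels at background.

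These 2 probes may have bound spike-in RNA, since their levels within SS were lowest on SS1 (10.05 and 9.34) and highest on SS5 (13.24 and 12.38), the arrays with the lowest and highest spike-in levels. On the S arrays both probes were also higher on the first scan day (7.49 to 7.71 and 7.31 to 7.74) than on the second (7.20 to 7.36 and 7.03 to 7.11), as the spike-in level was. Over the 30 arrays outside SS, the signal of the 2 probes rose with that of 3 spike-in probes by 10.2 to 55.3% of the lowest share seen in SS, with upper 95% limits of at most 92.1%. Since the 2 probes lay at background on nearly all of these arrays, this does not decide it, and the explanation stays open. Another RNA or labelling step of the SS arrays alone and a biological difference of SS from the other groups also stay open, untested apart from this. Neither has another probe of the same target.

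The spike-in probes, which the paper does not report on, had a higher level in SS than in the other T2 groups, by 4.97 against FF, 5.02 against FS and 5.49 against SF on the log2 scale (exact permutation test, two-sided, p = 0.0079 each, the smallest that 5 arrays against 5 allow, adjusted 0.011). All 5 SS arrays (3.08 to 5.56) lay above all 30 other arrays. The slide does not account for it, since on slide 5 SF4 and SF5 had -1.75 and -1.73 and SS1 and SS2 3.08 and 4.88. Spike-in RNA is added in the laboratory, so a labelling batch of its own for SS, or less sample RNA in these labellings, is a candidate explanation. The gap of 0.26 between the lowest SS array and the highest of the other arrays leaves no array of another group at the SS level, so labelling and group cannot be told apart.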

How the results depend on the processing

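The settings chosen after the data were seen were control spots kept in the quantile normalization, alone or with the fit of all groups, the authors' matrix with that fit, that fit with the slide as a random block, normexp on the foreground alone, the filters on well above background and on probes with a value on every array, scan day as a block or the second scan day alone in F vs. S, and the slide as a fixed block outside F vs. S. All calls are from limma.

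SF vs. FF gave 0 calls at both pairs of thresholds under all 30 settings. No log2 change of a named probe and no interaction changed sign, while the balance of the calls depended on the setting. In FF vs. SS it was 5 higher and 19 lower, against 50 and 33 with the authors' matrix, but in fits of all 6 groups 15 and 101, against 74 and 106. In FS vs. SS it was 1466 and 788 in the fit of all groups, against 19 and 68 when the slide was added as a random block. The other counts depended on how the spread was estimated. With all 6 groups in 1 fit, 94 probes were called in F vs. S, 116 in FF vs. SS, 1185 in FS vs. FF, 64 in SF vs. SS, 1148 in SF vs. FS, 2254 in FS vs. SS, 29 in the interaction and 710 in both FS comparisons. In that fit the FS arrays, which vary most, share a variance with the other groups. Array weights gave 4, 188, 7269, 115, 7090, 7832, 6254 and 5641, in the same order. They gave FS3 and FS5 weights between 0.20 and 0.23, so that the FS arrays that differ most from the other groups carried those comparisons.

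With the slide as a random block, FF vs. SS and the interaction fell to 0 (smallest adjusted p 0.0252 and 0.0139), and with all groups in 1 fit that block gave 52 in FF vs. SS, 54 in SF vs. SS, 87 in FS vs. SS and 5 in the interaction, and 0 in F vs. S, FS vs. FF, SF vs. FS and the shared probes. The slide as a fixed block gave 5 calls in F vs. S and 4 in SF vs. FS, but these rest on 1 S array beside 3 F arrays and on 1 FS array beside 3 SF arrays, so nothing is read from them. Scan day as a fixed block left F vs. S at 0.

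Feature Extraction's processed signal gave 44 in FF vs. SS (0 higher in FF, against 5 of 24), 29 in SF vs. SS, 68 in FS vs. SS and 23 in the interaction. An offset of 0 gave 2 in SF vs. SS, 2 in FS vs. SS and 6 in the interaction. The authors' matrix gave 83 in FF vs. SS (50 higher in FF) and 51 in SF vs. SS (43 higher in SF), and control spots kept in the normalization 84 (49 higher) and 46 (39 higher). With all 6 groups in 1 fit, control spots kept gave 95 in F vs. S, 182 in FF vs. SS, 1213 in FS vs. FF, 109 in SF vs. SS, 1188 in SF vs. FS, 2263 in FS vs. SS, 47 in the interaction and 697 shared, and the matrix gave 93, 180, 1201, 109, 1172, 2257, 45 and 689. A test of why control spots raise the counts against SS is among the other observations, and for the remaining settings of this paragraph the cause was not tested.

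The calls of FF vs. SS lie at the threshold. With only probes reliable on every array the count was 0 (smallest adjusted p 0.0101), with only probes with a value on every array 0, and with the well above background filter 8, as fewer probes were tested and the adjustment moved.

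Replicate numbers were not taken to pair the arrays. In each comparison, at least 1 pair of same-numbered arrays had deviations with a correlation of 0.1 or less. In FF vs. SS the correlations ran from -0.10 to 0.61, and 2 of 5 were over 0.1. In SF vs. FF they ran from 0.09 to 0.78, with 4 of 5 over 0.1, and in SF vs. FS 1 of 5 was. With the replicate block the counts were 0 in FF vs. SS and 0 in the interaction, and 0 in the other comparisons, as without it.

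With each array left out in turn, the counts ranged from 0 to 68 in FF vs. SS (68 without SS1, 11 without SS5 and 0 otherwise), 0 to 67 in SF vs. SS (67 without SS1), 0 to 14 in FS vs. SS (14 without SS1, 2 without FS5), 0 to 1 in FS vs. FF, 0 to 1 in the shared probes and 1 to 65 in the interaction (65 without SS1), and stayed at 0 in F vs. S, SF vs. FF and SF vs. FS. The share of component 1 ranged from 66.42 to 75.88% and that of components 1 to 3 from 93.75 to 94.85%. Scaling each probe to unit variance gave 50.46 and 84.79%, and the single arrays 45.56 and 69.55%. The log2 changes of the named probes ranged over all settings from 0.75 to 1.32 for CUST_20235_PI416070213, from 0.63 to 1.13 for CUST_6873_PI416070213, and kept their direction for CUST_5748_PI415922062 and CUST_4179_PI415922062, with adjusted p above 0.01 in 14, 20, 12 and 12 of 30 settings, respectively.

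The summary by gene name and the gene set tests were not run, as the files carry no gene names. Counting saturated spots as reliable changed nothing, since no spot was saturated, and neither did dropping the filter on dim probes, which removes none. Dim probes are limited by background: at T1 the median share of spots well above it was 64.4%, and 4 of the 24 calls of FF vs. SS were not well above it on any array of a group.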

Differences from the paper's values

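The settings with control spots kept, and the authors' matrix with all groups in 1 fit, were chosen after the values were seen, and the other settings named here before the data were examined. The paper counts genes and the counts here are of probes. The totals used here are those of the paper's table. The smaller numbers of genes that its text and gene lists describe were not set against these counts. The summary of 1 value per target sequence was run only in fits of pairs of groups.

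The paper's total for F vs. S is 76, against 0 calls here. Of the 29 alternatives set before the data were examined, the fit of all 6 groups (94) falls within 1.5 times the paper's value, and the other 28 do not. For FF vs. SS the paper's total is 155, against 24, and of 23 such alternatives the fit of all 6 groups (116) and array weights (188) fall within 1.5 times of it and 21 do not. For FS vs. FF the paper's total is 1092, against 0, and the fit of all 6 groups (1185) reaches it while 22 alternatives do not. For SF vs. SS the paper's total is 94, against 0, and the fit of all 6 groups (64), array weights (115) and the fit without SS1 (67) reach it while 20 do not. For SF vs. FS the paper's total is 938, against 0, and the fit of all 6 groups (1148) reaches it while 22 do not. For FS vs. SS the paper's total is 2014, against 0, and the fit of all 6 groups (2254) reaches it while 22 do not. Settings chosen after the values were seen also fall within 1.5 times of all these totals, namely all 6 groups in 1 fit with control spots kept (95, 182, 1213, 109, 1188 and 2263) or with the authors' matrix (93, 180, 1201, 109, 1172 and 2257).

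In the paper's table, the up- and downregulated genes do not add up to the total in FF vs. SS (185 against 155), FS vs. FF (1093 against 1092), SF vs. SS (95 against 94) and SF vs. FS (1111 against 938). Against 185, the fit of all 6 groups (116) falls outside 1.5 times and array weights (188) within it, and in the other 3 comparisons the fit of all 6 groups stays within 1.5 times of the sum.

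The paper's number of upregulated genes is 41 for F vs. S, 662 for FS vs. FF, 507 for SF vs. FS and 1452 for FS vs. SS, against 0 in each here. In these comparisons the fit of all 6 groups falls within 1.5 times of the paper's number, with 55, 761, 491 and 1466, and none of the other alternatives set before does (28 in F vs. S and 22 in each of the others). For FF vs. SS the paper's number is 71, against 5, and for SF vs. SS it is 42, against 0. There the authors' matrix reaches them, with 50 and 43, and the other 22 alternatives do not, the fit of all 6 groups (15 and 1) among them. Among settings chosen after the values were seen, control spots kept gave 49 and 39, and all 6 groups in 1 fit gave 76 and 43 with control spots kept and 74 and 42 with the authors' matrix. In the other comparisons these combined settings gave 58 and 57 for F vs. S, 771 and 763 for FS vs. FF, 530 and 523 for SF vs. FS, and 1654 and 1655 for FS vs. SS.

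The paper describes a cluster of F, FF and SF and another of S, SS and FS in the principal components. Here component 1 separates T1 from T2, with -86.1 for F and -89.9 for S against 39.3 to 50.3 for the T2 groups, component 2 sets FS apart, and only on component 3 (5.23% of variation) do the signs of the group means follow the paper's grouping. In the analysis of single arrays this does not hold, with means on component 3 of 7.3 for FS, -1.1 for FF and 0 for SF. FS lies nearer to SF (85.0) and FF (87.3) than to SS (94.1). The paper lists shared genes of FS vs. FF and FS vs. SS that go opposite ways, and among the 710 probes called in both in the fit of all 6 groups 0 do.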

Other observations

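The tests of scan day, of the spike-in order within SS, of the slide, of marks on the array and of mislabelling of the FS arrays, and of the spread within FS were chosen after the result was seen, and the tests of other divisions of the arrays, of the ranks of the spike-in spots, of other probes of the same targets and of the background correction before, though the settings with control spots kept and with the foreground alone, which 2 of them use, were chosen after the data were seen.

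The calls were set against 100 drawn divisions of the same arrays, with the real one included. For FF vs. SS 1 division gave as many calls, the real one, and the highest of the others gave 1 call. Chance can be excluded for this count only at a share of 1 of 100, not adjusted for the number of comparisons. This holds for all 24200 probes, and on the 24035 with a value on every array, used for the other comparisons, the count is 0 and all divisions give as many. For the comparisons with 0 calls, and for SF vs. FF at the looser thresholds and the probes shared by both FS comparisons, every division gives at least 0 calls, so all 100 count and chance cannot be excluded, which says nothing more about these comparisons. With all 6 groups in 1 fit, on the same 24035 probes, the share was 1 of 100 for FF vs. SS, with up to 100 calls in another division against 115. For F vs. S it was 3 of 100, with up to 146 calls against 94. For both, chance can be excluded only at that share, not adjusted for the number of comparisons. Chance cannot be excluded for FS vs. FF (11 of 100, with up to 3114 calls), SF vs. SS (6 of 100), SF vs. FS (11 of 100) and FS vs. SS (6 of 100, with up to 3698 calls).

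The authors' matrix holds values normalized with the control spots, and with these kept, more probes were higher in FF than in SS (49 against 5) and in SF than in SS (39 against 0). A candidate explanation is that the bright spike-in spots of SS take the top ranks and push the brightest sea bass probes down. When the spike-in spots of the SS arrays were given the values of FF arrays before the normalization, the number of calls higher in FF was 6 and that higher in SF 0. Most of the added calls were bright probes, at a median of the 99.4th percentile of level in both comparisons (lowest 42.1 in FF vs. SS and 63.1 in SF vs. SS), with a median change of 0.26 without control spots and 0.81 with them in FF vs. SS. The median change of the 100 brightest probes in that comparison was -0.01 without control spots, 0.46 with them and -0.01 after the exchange. In the fit of all groups, the calls higher in FF were 15 without control spots, 76 with them and 15 after the exchange. The values are therefore consistent with these calls being an effect of spike-in ranks. The probes carry no gene names here, so which genes they stand for was not tested.

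Probes higher in SS than in FF may partly reflect the RNA that came with the spike-ins or another property of the SS arrays that follows it. Other probes of the same target sequence, found for 11 of the 19 calls, had a median change of -0.17, against -0.80 for the calls, and 10 of the 11 went the same way. Called probes are picked for their size, so a smaller change of the others is no proof of binding by single probes, and this stays open. In the fit of all 6 groups, 14.9% of the 101 probes called higher in SS followed the order of the spike-in levels over the 5 SS arrays, against 2.4% of all probes, with a median correlation within SS of 0.87 across the called probes against 0.09. In SF vs. SS it was 20.6% of 63, and in FS vs. SS 5.0% of 778, with a median correlation of 0.53. The 1462 probes called lower in SS in FS vs. SS had a median correlation of -0.56, so they went against the spike-in level. The 14 called lower in SS in FF vs. SS had -0.04. A share of the calls higher in SS may therefore follow the spike-in level. The values cannot separate the spike-in RNA from a labelling batch (the gap of 0.26 to the other groups) or from a difference between the SS fish. The calls of FF and SS alone had 5.6% of 18 in that order, 1 probe.

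Scan day may account for part of the difference between F and S. The S arrays on slide 1, scanned on the first day, differed from those on slides 8 and 9 at 637 probes. Of the 35 divisions of the 8 S arrays into 4 and 4 only this one gave any call. Chance can be excluded only at that share (1 of 35), the smallest these divisions allow, not adjusted for the number of comparisons. FF2, the FF array scanned on the second day, deviated from the other FF arrays along the same axis, with a correlation across probes of 0.40, and the 19 other T2 arrays had -0.23 to 0.17. With S divided by scan day in a fit of all groups, F against S of the same day gave 0 calls, with 2131 probes at an unadjusted p under 0.05, and F against S of the other day 2845. The same-day comparison has 4 S arrays and not 8, and of the 94 probes called with the S arrays together, 49 differed at least 1.5-fold within the day, though these S arrays were among those that picked the probes. Scan day and slide 1 coincide within S, so the slide, the labelling (spike-in level 1.90 on the first day and -0.64 on the second, exact permutation test, two-sided, p = 0.029) and a difference between these fish stay open.

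The FS arrays lay apart from each other, with deviations from the other T2 groups of an SD of 0.87, 0.96, 0.28, 0.97 and 0.34 for FS1 to FS5. The slide is argued against, since FS3 (0.28) lay on the slide of FS1, FS2 and FS4. Marks on part of an array are argued against, since spots of the same probe, a median of 159 rows or columns apart, deviated together (across probes r = 0.96, 0.95 and 0.97 on FS1, FS2 and FS4). The fit of the background correction is argued against, since with the foreground alone the SD of FS4 was 1.08 and that of FS3 0.33, while the fitted background mean was strongly negative on FS2 (-752.4), FS3 (-671.9) and FS4 (-826.3) and not on FS1 (28.2). A T1 gonad in the place of an FS one is argued against by component 1, on which the lowest FS array scored 34.3 and the highest T1 array -63.7. The deviations of FS1, FS2 and FS4 had correlations across probes of 0.94 to 0.96 with each other and between -0.16 and -0.02 with those of FS3 and FS5. What stays open includes a difference between the fish, such as the makeup or stage of the gonad, and a mix-up with a sample from outside these groups. The RNA quality and the labelling of single samples stay open as well. None of these was tested, and the probes carry no gene names.

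The number of calls against FS in the fit of all groups may come from a shared variance that is too small for FS. Among the 1185 calls of FS vs. FF the SD within FS was a median of 2.15 times that of the fit, but these probes were picked for a difference of FS, and over all probes the median SD was 0.30 within FS and 0.32 in the fit (90th percentiles 0.89 and 0.65), so this stays open. In simulated data the fit of all groups called 76 unchanged probes for FS vs. FF, and the fit of the pair 5.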
